# Pregnancy programs epigenetic and transcriptional exhaustion in memory CD8^+^ T cells

**DOI:** 10.21203/rs.3.rs-2196637/v1

**Published:** 2023-04-05

**Authors:** Jared Pollard, Grace Hynes, Dengping Yin, Malay Mandal, Fotini Gounari, Maria-Luisa Alegre, Anita Chong

## Abstract

Alloreactive memory T cells, unlike naive T cells, fail to be restrained by transplantation tolerance protocols or regulatory T cells, and therefore represent a critical barrier to long-term graft acceptance. Using female mice sensitized by rejection of fully-mismatched paternal skin allografts, we show that subsequent semi-allogeneic pregnancy successfully reprograms memory fetus/graft-specific CD8^+^ T cells (T_FGS_) towards hypofunction in a manner that is mechanistically distinct from naive T_FGS_. Post-partum memory T_FGS_ were durably hypofunctional, exhibiting enhanced susceptibility to transplantation tolerance induction. Furthermore, multi-omics studies revealed that pregnancy induced extensive phenotypic and transcriptional modifications in memory T_FGS_ reminiscent of T cell exhaustion. Strikingly, at loci transcriptionally modified in both naive and memory T_FGS_ during pregnancy, chromatin remodeling was observed exclusively in memory and not naive T_FGS_. These data reveal a novel link between T cell memory and hypofunction via exhaustion circuits and pregnancy-mediated epigenetic imprinting. This conceptual advance has immediate clinical relevance to pregnancy and transplantation tolerance.

## Introduction

Alloreactive memory T cells are key mediators of acute and chronic graft rejection and represent a potent barrier to transplantation tolerance in the clinic^1–4^. Alloreactive memory T cells can be generated by direct sensitization to foreign MHC (via prior transplantation or blood transfusion), or via heterologous immunity, whereby T cells primed during infections or exposure to environmental antigens are crossreactive to donor MHC^5–8^. While numerous therapies can successfully induce transplantation tolerance and cell-intrinsic hypofunction in naive T cells, memory T cells are resistant to these mechanisms^9–11^. Indeed, we recently reported that the presence of memory T cells sensitized to only a single donor antigen is sufficient to destabilize co-stimulation blockade-induced transplantation tolerance, underscoring the critical need to identify mechanisms for controlling immunological memory responses long-term^12^.

Mammalian pregnancy has long been recognized as a model of spontaneous alloantigen-specific tolerance, in which the maternal adaptive immune system must rapidly regulate responses towards the semi-allogeneic fetus to preserve fetal viability^13–15^. We previously reported that pregnancy can efficiently tolerize naive fetus-specific T cells, leading to the spontaneous acceptance of offspring-matched heart grafts in B cell-deficient post-partum mice^16^. This maternal T cell tolerance is characterized by the upregulation of coinhibitory markers, inhibition of pro-inflammatory cytokine production, and expansion of fetus-specific CD4^+^FoxP3^+^ T_regs_^16^. Lewis et al. recently demonstrated that naive OVA-reactive OT-I T cells acquire an exhausted transcriptional signature after pregnancy with OVA-expressing progeny^17^. However, the maternal immune response to the semi-allogeneic fetus in the presence of immunological memory, and more specifically whether semi-allogeneic pregnancy would be able to successfully restrain memory T cell responses, thus eliminating the barrier they pose to transplantation tolerance, remains largely unknown.

In this study, we define the tolerizing mechanisms of pregnancy on memory fetus/graft-specific CD8^+^ T cells (T_FGS_) that were generated by prior rejection of fully-mismatched paternal skin grafts. We report that sensitized female mice consistently achieve spontaneous tolerance towards the semiallogeneic fetus, resulting in pregnancy success rates comparable to those of naive mice. Remarkably, pregnancy reprogrammed memory T_FGS_ to a hypofunctional state that persisted post-partum, manifesting as enhanced susceptibility to co-stimulation blockade-mediated transplantation tolerance. Using high-dimensional multi-omics, we demonstrate that pregnancy induced distinct phenotypic and transcriptional profiles in naive versus memory T_FGS_, as well as an overlapping profile of exhaustion. Strikingly, we report divergent epigenetic fates of memory versus naive T_FGS_ during pregnancy: while the programming of T cell exhaustion was correlated with extensive chromatin remodeling in memory T_FGS_, these epigenetic modifications were absent in naive T_FGS_, even at loci of shared transcriptional modification. Collectively, this study highlights the evolutionary robustness of mammalian pregnancy in constraining not only naive but also memory fetus-specific CD8^+^ T cells, and introduces a novel mechanistic pathway that successfully reprograms memory CD8^+^ T cells towards hypofunction.

## Results

### Pregnancy induces a dysfunctional phenotype in memory T_FGS_

To test whether semi-allogeneic pregnancy is possible in females harboring immunological memory to paternal antigens, we sensitized female C57Bl/6 (B6, H-2^b^) mice with male 2W-OVA.BALB/c (H-2^d^) skin transplantation (skinTx). Donor 2W-OVA.BALB/c mice constitutively express 2W-OVA, a recombinant model antigen, allowing endogenous OVA-specific CD8^+^ T cells from the recipient to be tracked via flow cytometry using fluorophore-labeled OVA:K^b^ tetramers^18,19^. Recipient B6 mice rejected skin grafts within 10 days (data not shown), and at day 30+ post-transplantation, skin-sensitized females were mated with 2W-OVA.BALB/c males (Sensitized+Pregnancy) (Fig. 1a). The rates of successful pregnancy, including multiple successive pregnancies, were comparable between Sensitized+Pregnancy (S+P) and Naive+Pregnancy (N+P) mice, and there were no differences in the resulting litter sizes (Fig. 1b, Extended Data Fig. 1a). Thus, we concluded that pregnancy successfully modified memory T_FGS_ to prevent rejection of the semi-allogeneic fetus.

To investigate the effects of pregnancy on naive vs. memory T_FGS_, we expanded our experimental model by including Naive and Sensitized mice without mating or pregnancy (Fig. 1a). We designed a 19 color spectral flow cytometry panel to profile T_FGS_ phenotypes across multiple activation, memory, and inhibitory markers (Supplementary Table 1). Using this panel, we analyzed OVA-specific CD8^+^ T cells at day 30+ post-skinTx for Sensitized mice, or at post-partum day 0–3 for N+P and S+P mice. We observed a significant increase in T_FGS_ recovery from S+P mice compared to N+P mice (Fig. 1–d). Despite this expansion, S+P T_FGS_ displayed elevated expression of multiple coinhibitory markers compared to Sensitized T_FGS_, including PD-1, LAG3, TIGIT, and FR4 (Fig. 1e, Extended Data Fig. 1–c). N+P T_FGS_ also upregulated FR4, CD73, and LAG3 compared to Naive T_FGS_.

To visualize T_FGS_ phenotypes at single-cell resolution, we conducted uniform manifold approximation and projection (UMAP) dimensionality reduction along with FlowSOM clustering, which resulted in the identification of 4 major and 3 minor clusters (Fig. 1f). As anticipated, Naive and Sensitized T_FGS_ were largely homogenous, with >75% of these cells mapping to Cluster 1 or Cluster 4, respectively (Fig. 1g). In contrast, the effect of pregnancy on T_FGS_ was heterogeneous, with ~50% of N+P and ~25% of S+P T_FGS_ remaining phenotypically similar to Naive or Sensitized T_FGS_, respectively (Fig. 1g). Notably, Cluster 5 was identified as a shared cluster of pregnancy, comprising ~25% of both N+P and S+P T_FGS_ and defined by elevated expression of multiple coinhibitory markers, along with reduced expression of the proliferation marker Ki67 (Fig. 1–h, Extended Data Fig. 1–d). Cluster 7 was unique to S+P T_FGS_; this cluster was similar to Cluster 5 with the exception of reduced CD73 expression (Fig. 1h, Extended Data Fig. 1–d). Collectively, the phenotypic similarities observed between the Cluster 5 and Cluster 7 raise the possibility that pregnancy programs hypofunction into naive and memory T_FGS_ through the induction of a shared set of modifications associated with anergy and exhaustion.

### Pregnancy elicits a shared transcriptional signature in memory and naive T_FGS_

We next tested the hypothesis that the shared set of phenotypic markers induced by pregnancy in both naive and memory T_FGS_ was indicative of a broader set of shared transcriptional modifications. Therefore, we performed genome-wide transcriptional profiling of T_FGS_ by designing a cell sorting panel that allowed us to sort T_FGS_ into the 4 predominant phenotypic subsets observed in post-partum T_FGS_: Cluster 1 (C1, naive-like phenotype), Cluster 4 (C4, sensitized-like phenotype), Cluster 5 (C5, shared by N+P and S+P), and Cluster 7 (C7, unique to S+P) (Fig. 2a). 

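Each RNA-Seq library was amplified by PCR with SmartSeq2, without molecular identifiers, from 200 sorted T_FGS_, and the libraries shared 1 sequencing run. The authors trimmed adapters, aligned the read pairs to GRCm39, removed reads that mapped to more than 1 place and counted the rest per gene. They deposited these counts without normalization, with the technical libraries of a mouse and subset in separate columns. The table lists 55359 genes by Ensembl identifier in 56 libraries. Its groups are Naive, Sensitized (mice grafted with 2W-OVA.B/c skin), and N+P C1 and N+P C5 from naive mice after pregnancy. S+P C4, S+P C5 and S+P C7 come from sensitized mice after pregnancy. By their labels, C5 was sorted as PD1+CD73+, C7 as PD1+CD73-, and C1 and C4 as PD1-. Naive and Sensitized T_FGS_ were not divided by these markers. A comparison of C5 or C7 with them thus joins the effect of pregnancy with that of the sort. Total counts ranged from 6636532 to 32625243 per library, with a median of 17299849. The median total was 16682724.5 in Naive, 14823220 in N+P C1, 16938112.5 in N+P C5 and 17015512.5 in Sensitized libraries. It was 17408477 in S+P C4, 18034395 in S+P C5 and 20467459 in S+P C7 libraries. A single rRNA gene took from 0.446% to 32.8% of a library's counts, with a median of 17.1%. Between 7436 and 25514 genes had at least 1 count per library, with a median of 13587. 1 library of Naive replicate 1 and 1 library of S+P C4 replicate 1 held the same count for every gene, and this column was left out of both groups. 1 library of S+P C7 replicate 1 and 1 of S+P C7 replicate 2 were nearly identical (Pearson's r 0.997 across genes, which are not independent replicates, against at most 0.888 between the libraries of any mouse and subset), so their counts were averaged and counted as 1 mouse. The technical libraries of each mouse and subset were summed, which gave 30 samples: 3 each for Naive, N+P C1 and N+P C5, 4 Sensitized, 6 each for S+P C4 and S+P C5, and 5 for S+P C7. Counts were normalized by edgeR's TMM method and are given as CPM, the count scaled to library size. Differential expression was tested in 1 fit of all 7 groups with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The thresholds were those of the paper's methods, an adjusted p (FDR) under 0.1 and an absolute log2 fold change above 0.9. The test was not the paper's, which made its calls with DESeq2. DESeq2 was run here as an alternative. A gene with no more than 3 counts in every library of a group was taken to be at the floor there, and fold changes against such a group are given as lower bounds. These bounds, and every interval given, cover counting error only, since amplified reads are not independent molecules.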

The proportions of each cluster in this panel were consistent with our original phenotypic data (Extended Data Fig. 2b, Extended Data Fig. 2a). This approach allowed us to address the heterogeneity among pregnancy-modified T_FGS_ while also retaining the sequencing depth of bulk RNA-sequencing.

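The genes of 9 surface and proliferation markers were counted in the same libraries, and their means over mice follow in CPM ± SD. *Cd44* had 50.8 ± 22.8 in Naive, 48.8 ± 6.55 in N+P C1 and 268 ± 75.6 in N+P C5 T_FGS_. It had 178 ± 56.4 in Sensitized, 208 ± 66.9 in S+P C4, 283 ± 104 in S+P C5 and 191 ± 83.3 in S+P C7. *Il7r* (CD127) had 814 ± 483 in Naive and 592 ± 64.2 in N+P C5, values that overlapped between mice. It ran from 752 to 1485 in the 4 Sensitized mice, from 183 to 306 in S+P C5 and from 20.4 to 132 in S+P C7. *Izumo1r* (FR4) rose from 31.4 ± 23.6 in Naive to 149 ± 21.3 in N+P C5 and from 5.93 ± 7.51 in Sensitized to 123 ± 58.4 in S+P C5. *Nt5e* (CD73) had 46.6 ± 19.6 in Naive, 147 ± 24.5 in N+P C5 and 112 ± 53.0 in S+P C5. Its mean in S+P C7 was 26.8 ± 21.9. *Pdcd1* (PD-1) went from 3.53 ± 2.72 in Naive to 245 ± 148 in N+P C5 and from 48.3 ± 8.08 in Sensitized to 274 ± 135 in S+P C5. As C5 was sorted on PD-1 and CD73, the sort itself favours high *Pdcd1* and *Nt5e* there. It likewise favours low *Nt5e* in C7, so these differences are no test of pregnancy. The counts of *Havcr2* (TIM-3) were low except in S+P subsets, with 0.189 ± 0.327 in Naive, 4.09 ± 5.65 in N+P C5, 26.6 ± 21.6 in S+P C5 and 76.5 ± 35.9 in S+P C7. *Mki67* (Ki-67) varied between mice of a group, from 44.7 to 156 in S+P C5 and from 11.8 to 766 in S+P C7. In S+P C4, *Lag3* and *Tigit* spanned 0 to 179 and 0.199 to 185 between the 6 mice.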

With this RNA-seq dataset, we first constructed a heatmap to visualize the transcriptional expression of the markers used in our flow cytometry panel in Figure 1 and found that the expression patterns in our transcriptional dataset were consistent with phenotypic data (Extended Data Fig. 2e). We then performed differential expression analysis across 17,659 genes and visualized the global transcriptional differences via UMAP and principal component analysis (PCA) dimensionality reduction (Fig. 2c and Extended Data Fig. 2b). 

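The counts allowed 19657 genes to be tested after edgeR's filter on low counts. On variance-stabilized counts of the 500 most variable genes, PC1 held 30.5% and PC2 21.2% of the variance between the 30 samples. With technical libraries as separate points, PC1 held 29.2% and PC2 14.6%. Among the 30 samples, PC1 parted S+P C4 replicates 2 and 3 and S+P C7 replicate 3 from the other 27. These 3 samples had 8002, 7436 and 7879 genes with at least 1 count, fewer than any other sample. Along PC2, the 3 Naive and 3 N+P C1 samples lay above all others. With separate libraries, PC1 did not part the 3 samples with few detected genes. S+P C4 replicates 2 and 3 lay at 2.36 and -18.6 and S+P C7 replicate 3 at -1.92, within the range of the other libraries. Median correlations of log2 CPM between samples, taken across genes, which are not independent replicates, were 0.851 within Naive and 0.868 within N+P C5. They were 0.809 within Sensitized and 0.606 within S+P C4.

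**Figure D1:**
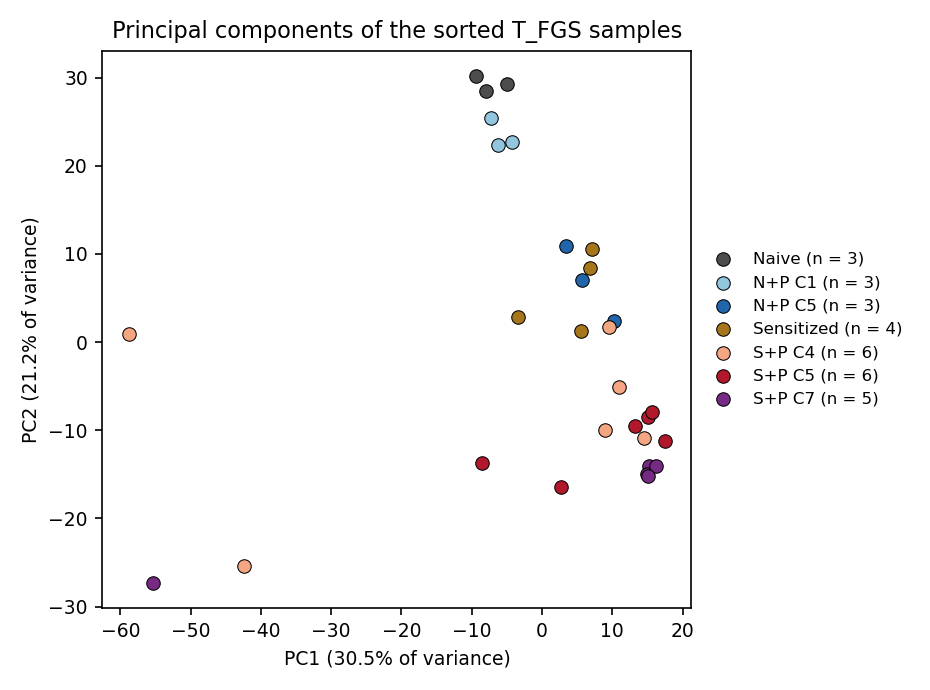
Principal components of the 30 samples, 1 point per mouse and subset, with the percent of variance on each axis. S+P C4 replicates 2 and 3 and S+P C7 replicate 3 sit apart on PC1.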

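Between 4 Sensitized and 3 Naive mice, 30 of 19657 genes were past both thresholds, and all 30 were higher in Sensitized T_FGS_. With DESeq2 in place of edgeR on the same samples, 1078 genes were past the thresholds, 776 higher and 302 lower. *Klrk1*, which encodes the receptor NKG2D and lies on chromosome 6 from 129587286 to 129600827 of GRCm39, had 1106 ± 168 CPM (SD, n = 4) in Sensitized and 16.2 ± 1.41 (SD, n = 3) in Naive T_FGS_. It had a log2 fold change of 6.10 (standard error 0.63, adjusted p = 1.18e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For *S100a6* (chromosome 3 from 90520140 to 90535843) the same test gave a log2 fold change of 5.82 (standard error 0.63, adjusted p = 1.57e-06), and for *Ccl5* (chromosome 11 from 83416602 to 83425942) a log2 fold change of 5.56 (standard error 0.80, adjusted p = 0.00137). In each of these 3 genes every Sensitized sample was above every Naive sample. Of 12 genes labelled in Extended Data Fig. 2c, 11 changed in the direction drawn there and 1, *Il21*, was at the floor in both groups. 2 were past the thresholds, *Il2rb* (log2 fold change 1.62, standard error 0.37, adjusted p = 0.0903) and *Ifng* (log2 fold change 4.84, standard error 1.10, adjusted p = 0.0826). Across 14 alternatives the adjusted p ran from 2.65e-09 to 0.513 for *Il2rb* and from 1.16e-12 to 0.912 for *Ifng*. 11 of the 12 had an unadjusted p under 0.05. With the adjustment over the 12 genes alone, 11 had a value under 0.1, which shows no stability, since the list is the paper's own. 9 of them did not overlap between the groups, which 5.71% of genes not chosen on these samples would do by chance. *Cd44* had an adjusted p of 0.295, against a range from 4.86e-06 to 0.513 over the alternatives.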

As expected, Sensitized and Naive T_FGS_ displayed distinct transcriptional signatures, with many genes and pathways for T cell activation and effector function upregulated in Sensitized T_FGS_ (Fig. 2c, Extended Data Fig. 2–d). Furthermore, the N+P C1 subset was nearly identical to Naive T_FGS_, and the S+P C4 subset was similar to Sensitized T_FGS_ (Fig. 2c), corroborating our above conclusion that a subset of T_FGS_ remains unmodified by pregnancy in both Naive and Sensitized mice. 

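Between N+P C1 and Naive T_FGS_, 3 mice each, 0 genes were past both thresholds, and 634 of 19657 (3.23%) had an unadjusted p under 0.05. Across genes, the median correlation between a Naive and an N+P C1 sample was 0.858, where that between Naive and N+P C5 was 0.831. With DESeq2 on the summed libraries, 745 genes were called between N+P C1 and Naive. Between 6 S+P C4 and 4 Sensitized mice, 1 gene was past the thresholds and 2494 had an unadjusted p under 0.05. This gene, *Trgc2* (chromosome 13 from 19488819 to 19491721), was at the floor in Sensitized T_FGS_ and at least 2856-fold higher in S+P C4 (adjusted p = 0.0295 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Trgc2* is a T cell receptor gamma constant gene with close paralogs, and S+P C4 replicate 2 alone had 1374 CPM, while the other 5 mice had from 0.298 to 75.2. DESeq2 called 911 genes between S+P C4 and Sensitized. The median correlation between these 2 groups was 0.782. The spread within S+P C4 includes replicates 2 and 3, which come from 1 library each.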

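A direct comparison of S+P C5 (6 mice) with N+P C5 (3 mice) had 0 genes past both thresholds and 1155 with an unadjusted p under 0.05. The median correlation between an S+P C5 and an N+P C5 sample, across genes that are not independent replicates, was 0.864. Within S+P C5 it was 0.809, and between S+P C5 and Sensitized samples 0.814. S+P C5 replicates 2 and 3, from 1 library each, had 12416 and 12652 detected genes. They enter a larger share of the pairs within S+P C5 than of those with N+P C5. Between N+P C5 and Sensitized samples the median was 0.850, also above the 0.809 within Sensitized. The spread within groups thus enters these medians, which do not rank groups by likeness. With DESeq2 on the same summed counts, 757 genes were past the thresholds between S+P C5 and N+P C5, and with only these 2 groups in the edgeR fit 2.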

Remarkably, the global transcriptional profile between S+P C5 and N+P C5 appeared to be similar via UMAP and heatmap, indicative of considerable transcriptional overlap between post-partum naive and memory T_FGS_ (Fig. 2–e). 

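Between 5 S+P C7 and 6 S+P C5 samples, 0 genes were past both thresholds and 2500 had an unadjusted p under 0.05. S+P C7 and S+P C5 were sorted from mice with the same replicate numbers. After group means were removed, samples of 1 number correlated across genes with a mean r of 0.116, and samples of different numbers with -0.02. With the replicate number as a block in a fit of these 2 groups, 1 gene was past the thresholds, *Ccl5*. DESeq2 on the summed libraries called 551. S+P C7 and S+P C5 were sorted apart on CD73, which *Nt5e* encodes, so the sort favours a lower *Nt5e* in S+P C7. The change in *Nt5e* (chromosome 9 from 88209089 to 88254146) between S+P C7 and S+P C5 had a log2 fold change of -2.07 (standard error 0.98, adjusted p = 0.368) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the adjusted p ran from 0.0676 to 1 over 14 alternatives. Compared with Sensitized T_FGS_, S+P C7 had 6 genes past the thresholds, 3 higher and 3 lower, and 2005 at an unadjusted p under 0.05. With DESeq2 on the summed libraries 557 were higher and 187 lower. In edgeR's quasi-likelihood test *Trgc2* and *Gm4956*, at the floor in Sensitized, were at least 2523-fold and 278-fold higher (adjusted p = 0.0179 and 0.0692). S+P C7 replicate 6 had 748 CPM of *Trgc2*, and the other mice had 56.5 to 151. For *Tox* edgeR's test gave a log2 fold change of 3.02 (standard error 0.53, adjusted p = 0.0191). *Il7r* (log2 fold change -3.55, standard error 0.50, adjusted p = 0.00107), *Emb* (log2 fold change -2.20, standard error 0.43, adjusted p = 0.0692) and *Satb1* (log2 fold change -2.82, standard error 0.56, adjusted p = 0.0692) were lower. In all of these but *Gm4956*, no S+P C7 sample overlapped a Sensitized sample, which 1.59% of genes not chosen for their change would do by chance. Of the 6 genes, 5 (all but *Emb*) were also past the thresholds between S+P C5 and Sensitized T_FGS_, each in the same direction.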

We next analyzed the differentially expressed genes (DEGs) between S+P C7 vs. C5 T_FGS_ and observed that these populations were more similar at the genome-wide level than initially anticipated based on our phenotypic data (Extended Data Fig. 3b). However, modest transcriptional differences were indeed present between these subsets, including enrichment of Inhibitor of DNA binding (Id) signaling and NK cell activation pathways in S+P C7 (Extended Data Fig. 3–d).

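Extended Data Fig. 3c labels 13 genes, of which *Ifngr1*, *Id2*, *Ccl5*, *Smad3*, *Tcf7l2* and *Il13ra1* are drawn as higher in S+P C7 and *Cxcl13*, *Sox4*, *Tnfsf8*, *Icos*, *Il7r*, *Slamf6* and *Tcf7* as lower. All 13 changed in that direction. Over all genes 0 were past both thresholds, 12 had an unadjusted p under 0.05, and 13 had an adjusted p under 0.1 when the adjustment covered the 13 genes alone. That the list is the paper's own leaves this last count without information on stability. *Id2* (chromosome 12 from 25143798 to 25147282) had a log2 fold change of 0.98 (standard error 0.29, adjusted p = 0.278) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and *Tcf7* (chromosome 11 from 52143107 to 52174619) a log2 fold change of -1.23 (standard error 0.35, adjusted p = 0.278). The mean of *Id2* was 1289.9 ± 727 CPM (SD, n = 5) in S+P C7 and 654 ± 223 (SD, n = 6) in S+P C5. *Il7r* had a log2 fold change of -1.27 (standard error 0.44, adjusted p = 0.278). Only *Il7r* and *Tcf7* did not overlap between the 2 groups, 2 of 13 genes where chance gives 0.433% for genes not picked from the same samples. The number past the thresholds was 10 with DESeq2 on separate technical libraries and 6 with DESeq2 on summed ones. NK cell activation and Id signaling gene sets were not used here.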

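Between 3 N+P C5 and 3 Naive mice, 8 genes were past both thresholds, all 8 higher in N+P C5, and 1047 genes had an unadjusted p under 0.05. With DESeq2 on the same samples 610 were higher and 388 lower. All 8 were also among the genes higher in Sensitized than in Naive T_FGS_. The 5 with the smallest adjusted p among those that did not overlap between the groups were *Itgb1*, *S100a6*, *Bhlhe40*, *Ttc39c* and *Endod1*. *Itgb1* lies on chromosome 8 from 129411876 to 129460618 and had 1082 ± 393 CPM (SD, n = 3) in N+P C5 and 44.8 ± 10.5 (SD, n = 3) in Naive T_FGS_. It had a log2 fold change of 4.59 (standard error 0.58, adjusted p = 0.000104) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *S100a6* had a log2 fold change of 4.53 (standard error 0.60, adjusted p = 0.000137), *Bhlhe40* (chromosome 6 from 108636626 to 108644502) a log2 fold change of 10.81 (standard error 1.89, adjusted p = 0.0164), and *Endod1* (chromosome 9 from 14265286 to 14292803) a log2 fold change of 9.55 (standard error 1.81, adjusted p = 0.0382). *Ttc39c* (chromosome 18 from 12732953 to 12872466) was at the floor in Naive and at least 205-fold higher in N+P C5 (adjusted p = 0.0382). 3 mice against 3 cannot give an exact permutation p below 0.1 (two-sided) for a single gene. Between 6 S+P C5 and 4 Sensitized mice, 14 genes were past the thresholds, 6 higher and 8 lower in S+P C5, and 2551 had an unadjusted p under 0.05. With DESeq2 on the same samples 577 were higher and 402 lower. *Ifngr1* (chromosome 10 from 19467697 to 19485977) fell from 590.5 ± 193 (SD, n = 4) to 81.6 ± 62.0 CPM (SD, n = 6), with a log2 fold change of -2.85 (standard error 0.49, adjusted p = 0.0118) from edgeR's quasi-likelihood test. *Il7r* had a log2 fold change of -2.28 (standard error 0.45, adjusted p = 0.0446) and *Txk* (chromosome 5 from 72853321 to 72910120) a log2 fold change of -1.89 (standard error 0.38, adjusted p = 0.0558). *Ifi27l2a* (log2 fold change 2.19, standard error 0.37, adjusted p = 0.0118) overlaps *Ifi27*, on the other strand of chromosome 12, and as the strand option of the counting is not stated, part of its reads is uncertain. *Tbc1d4* (chromosome 14 from 101679135 to 101846739) had a log2 fold change of 4.68 (standard error 0.97, adjusted p = 0.0651). *Trgc2* and *Gm4956* were at the floor in Sensitized T_FGS_ and at least 1107-fold and 569-fold higher in S+P C5 (adjusted p = 0.0225 and 0.0330). *Gm43698*, which overlaps *Bend4* on chromosome 5, was at the floor in S+P C5 and at least 136-fold lower there (adjusted p = 0.0362).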

To directly compare the effect of pregnancy on naive vs. memory T_FGS_, we examined the set of DEGs induced between N+P C5 vs. Naive T_FGS_, and of S+P C5 vs. Sensitized T_FGS_ (Fig. 3–b). This analysis revealed a core signature of transcriptional modification that was shared between naive and memory T_FGS_ after pregnancy (n=196 shared DEGs), the majority of which were upregulated (168 genes) rather than downregulated (28 genes) (Fig. 3c). 

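Of the genes past both thresholds in each comparison by edgeR's test, 0 were shared. At an unadjusted p under 0.05, 247 genes changed in the same direction in both comparisons, 161 higher and 86 lower, out of 306 that passed in both in either direction. The excess of higher genes was not stable, with 82 higher and 91 lower without Naive replicate 1, 82 and 90 without Naive replicate 3, and 424 and 450 with edgeR on separate technical libraries. All other settings and fits without a mouse kept it. Examples are 125 and 88 without Sensitized replicate 1, 142 and 16 without N+P C5 replicate 3, and 325 and 98 with DESeq2 on separate technical libraries. The count of shared genes changed with the test. With DESeq2 and each technical library as a separate sample, 970 genes were past the thresholds between N+P C5 and Naive and 949 between S+P C5 and Sensitized T_FGS_. 221 of these were shared in the same direction, 181 higher and 40 lower. Of the genes called in that setting, 75.7% in the comparison with Naive and 63.4% in the comparison with Sensitized had no more than 3 counts in every library of 1 of the groups. With DESeq2 on summed libraries 199 genes were shared, 140 higher and 59 lower, and with edgeR on only the groups compared 24, 23 higher and 1 lower. From its overlap of the 2 lists of DEGs (Fig. 3a), the paper states that naive and memory T_FGS_ share a core of transcriptional changes after pregnancy, most of them upward. It proposes that the changes outside this core may add distinct ways of enforcing hypofunction in naive and in memory T_FGS_.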

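For *Tox*, *Lag3*, *Tigit*, *Nfatc1*, *Nfat5*, *Tnfsf4*, *Ctla4*, *Pdcd1*, *Il21*, *Il10* and *Satb1*, changes were measured in N+P C5 against Naive and in S+P C5 against Sensitized T_FGS_, with adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Tox* (chromosome 4 from 6686353 to 6991644) had 252 ± 71.4 CPM in N+P C5 and 77.8 ± 10.9 in Naive (SD, n = 3 each), with a log2 fold change of 1.70 (standard error 0.60, adjusted p = 0.765). It had 394 ± 106 in S+P C5 (SD, n = 6) and 43.4 ± 7.00 in Sensitized T_FGS_ (SD, n = 4), with a log2 fold change of 3.18 (standard error 0.53, adjusted p = 0.0118). *Lag3* (chromosome 6 from 124881320 to 124888765) had a log2 fold change of 8.12 (adjusted p = 0.273) in N+P C5 and 4.54 (adjusted p = 0.277) in S+P C5, with standard errors of 2.06 and 1.47. For *Tigit* (chromosome 16 from 43469100 to 43484509) it was 4.10 (adjusted p = 0.755) in N+P C5 and 5.07 (adjusted p = 0.0892) in S+P C5, with standard errors of 1.24 and 1.10. The value for *Nfatc1* (chromosome 18 from 80649266 to 80756295) was 1.46 (adjusted p = 0.667) in N+P C5 and 1.42 (adjusted p = 0.205) in S+P C5. *Nfat5* (chromosome 8 from 108020102 to 108106149) changed by 2.12 (adjusted p = 0.765) in N+P C5 and 2.38 (adjusted p = 0.234) in S+P C5, where S+P C5 replicate 3, from 1 library, had 332 CPM and the other 5 mice at most 139.9. *Ctla4* (chromosome 1 from 60926159 to 60954991) changed by 2.52 (adjusted p = 0.765) in N+P C5 and 2.51 (adjusted p = 0.277) in S+P C5, and *Pdcd1* (chromosome 1 from 93966027 to 93980312) by 6.12 (adjusted p = 0.359) in N+P C5 and 2.50 (adjusted p = 0.331) in S+P C5. *Tnfsf4* (chromosome 1 from 161222980 to 161245981) was at the floor in Naive and Sensitized T_FGS_. It was at least 213-fold higher in N+P C5 (adjusted p = 0.433) and at least 1098-fold higher in S+P C5 (adjusted p = 0.126). *Il21* and *Il10*, labelled in Fig. 3c, were also at the floor without pregnancy. *Il21* was at least 128-fold higher in N+P C5 and at least 300.0-fold in S+P C5, and *Il10* at least 39.0-fold and 128-fold, with adjusted p from 0.255 to 0.765. With 1 mouse left out, the log2 fold change of *Il10* in N+P C5 fell from 10.17 to as low as 0. That of *Il21* in N+P C5 fell from 9.85 to as low as 7.54. *Satb1* (chromosome 17 from 52043114 to 52140622) changed by -1.67 (adjusted p = 0.765) in N+P C5 and -2.74 (adjusted p = 0.0339) in S+P C5. It overlaps 6 other annotated genes, so part of its reads is uncertain. All 11 genes changed in the direction of Fig. 3c in both comparisons, and each had an unadjusted p under 0.05. For *Pdcd1* this direction was favoured by the sort of C5 on PD-1. 0 of the 11 were past both thresholds in N+P C5 and 3 in S+P C5, *Tox*, *Tigit* and *Satb1*. The adjustment over the 11 genes alone left 11 and 11 under 0.1, which shows no stability, as the genes are the paper's own calls. In each comparison 10 of 11 did not overlap between the groups, which chance gives for 10% of genes with 3 mice against 3 and for 0.952% with 6 against 4. As the paper called these genes on the same samples, such separation follows in part from that choice, and the chance share is no test of it. With DESeq2 on separate technical libraries all 11 passed in N+P C5 and all 11 in S+P C5. With edgeR on only the groups compared, 8 and 9 passed.

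**Figure D2:**
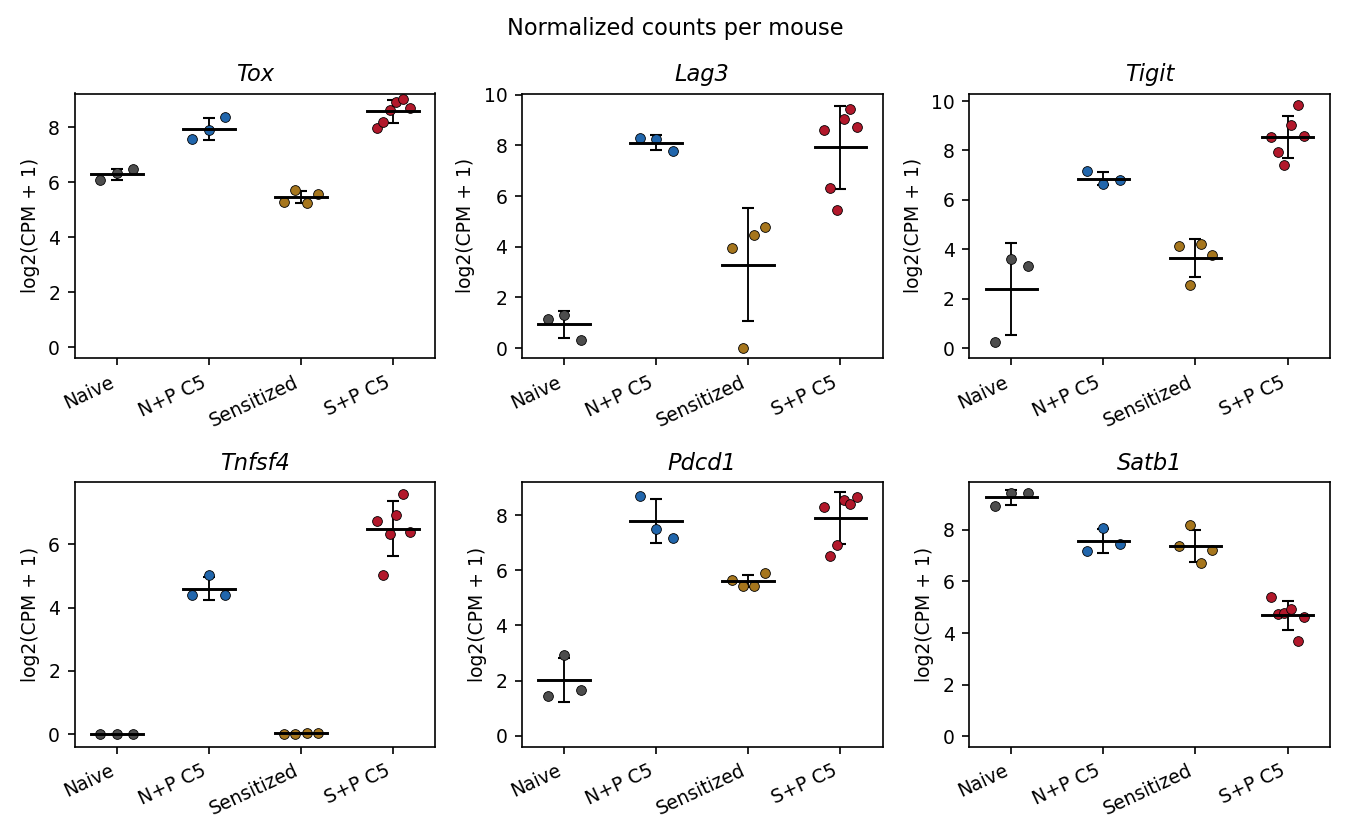
Expression of *Tox*, *Lag3*, *Tigit*, *Tnfsf4*, *Pdcd1* and *Satb1* as log2(CPM + 1) in each Naive, N+P C5, Sensitized and S+P C5 mouse (points), with group means (bars) and SD (whiskers). *Satb1* is lower in the sorted C5 subsets than in the Naive or Sensitized T_FGS_ they are compared with, and the others are higher.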

Notable examples of shared upregulated genes included *Tox*, *Lag3*, *Tigit*, *Nfatc1*, *Nfat5*, *Tnfsf4*, *Ctla4*, and *Pdcd1*, whereas *Satb1* was downregulated by pregnancy. Additionally, Metascape pathway analysis of these shared DEGs revealed an enrichment for multiple T cell immunomodulatory pathways, including IL-6, IL-10, TGF-β, and IFN-γ (Fig. 3–d). Although the relative magnitude of transcriptional change was greater in S+P C5 than N+P C5 T_FGS_ for the majority of shared DEGs, notable exceptions included *Pdcd1* (PD-1) and *Tnfsf4* (OX40L), which were more upregulated in N+P C5 (Fig. 3c).

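The Change Metric was computed as the paper defines it, the log2 fold change multiplied by -log10 of the adjusted p, for the 247 genes with an unadjusted p under 0.05 and the same direction in both comparisons. 238 of them (96.4%, 95% Wilson interval 93.2 to 98.1) had the larger absolute value in S+P C5. With DESeq2 and separate technical libraries it was 59.2% of such genes and 69.2% of the 221 shared DEGs. With only the groups compared in the edgeR fit it was 69.1% of such genes. With the replicate number as a block in that fit it was 28.0%, which reverses the majority. This block joins different animals that share a number, so it does not correct for a pairing in the design. The comparison with Sensitized T_FGS_ has more mice (6 and 4) than that with Naive (3 and 3), and the adjusted p depends on their number. *Pdcd1* had a Change Metric of 2.72 in N+P C5 and 1.20 in S+P C5. The difference between its log2 fold changes, tested as an interaction, was -3.61 (adjusted p = 0.740 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tnfsf4* had a Change Metric of 4.58 in N+P C5 and 11.2 in S+P C5. With DESeq2 and separate technical libraries, the *Tnfsf4* values were 1255 and 250, the reverse order. Its log2 fold changes, both against groups at the floor, differed by -0.14 (adjusted p = 1 for the interaction). As the floor leaves the size of both changes open, it leaves that of their difference open too. The interaction of *Tnfsf4* was past the thresholds in 3 of 14 alternatives. DESeq2 on separate technical libraries gave log2 fold changes of 26.0 in N+P C5 and 13.0 in S+P C5.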

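Whether pregnancy changed a gene differently in naive and in memory T_FGS_ was tested as an interaction. It is the change from Sensitized to S+P C5 minus the change from Naive to N+P C5. Both changes join the effect of pregnancy with that of the sort of C5. 5 genes were past both thresholds, all with a negative difference, and 1262 had an unadjusted p under 0.05. They were *S100a6*, *Bhlhe40*, *Klrk1*, *Itgb1* and *Ttc39c*, which were already higher in Sensitized than in Naive T_FGS_. *S100a6* had an interaction log2 fold change of -4.64 (standard error 0.69, adjusted p = 0.00295) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, *Bhlhe40* a log2 fold change of -10.28 (standard error 1.96, adjusted p = 0.0529) and *Klrk1* a log2 fold change of -3.50 (standard error 0.67, adjusted p = 0.0529). *Klrk1* rose from 14.8 to 17.7 CPM in Naive to 35.1 to 177 in N+P C5 mice, and fell from 915 to 1312 in Sensitized to 349 to 597 in S+P C5 mice. Past the thresholds in 1 comparison only were 8 genes in N+P C5 and 14 in S+P C5. DESeq2 on separate technical libraries left 685 and 664 in 1 comparison only, and 830 genes for the interaction.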

Despite the substantial transcriptional overlap, the majority of pregnancy-induced DEGs were actually unique to either N+P C5 or S+P C5 T_FGS_ (Fig. 3a). Pathway analysis of these DEGs indicated that many of the uniquely expressed genes also belonged to pathways of T cell activation and cytokine production (Fig. 3–h). 

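Of 16 genes labelled in Fig. 3e, all 16 changed in the direction drawn there between N+P C5 and Naive T_FGS_, and 0 were past both thresholds. 14 had an unadjusted p under 0.05, and 15 an adjusted p under 0.1 over the list alone, a list taken from the paper's own calls. 14 did not overlap between the 3 N+P C5 and 3 Naive mice, where 10% of genes not called on these mice would do so by chance. *Slamf7* (chromosome 1 from 171459966 to 171480603) had a log2 fold change of 3.37 (standard error 0.91, adjusted p = 0.4) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Tnfsf11* (chromosome 14 from 78514885 to 78545490) was at the floor in Naive and at least 269-fold higher in N+P C5 (adjusted p = 0.667). DESeq2 on separate technical libraries called 15 of the 16. Of 11 genes labelled in Fig. 3g, 10 changed in the direction drawn there between S+P C5 and Sensitized T_FGS_ and 1, *Il7r*, was past the thresholds. 7 had an unadjusted p under 0.05, 8 an adjusted p under 0.1 over the list alone, and 4 did not overlap between the 6 S+P C5 and 4 Sensitized mice, where chance gives 0.952% without such a choice of genes. *Lef1* (chromosome 3 from 130903919 to 131018005) had a log2 fold change of -1.60 (standard error 0.54, adjusted p = 0.277) and *Smad3* (chromosome 9 from 63554049 to 63665476) a log2 fold change of -2.40 (standard error 0.80, adjusted p = 0.277). *Id1* was at the floor in S+P C5 and at least 35.6-fold lower there (adjusted p = 0.277). The 2 groups overlapped for *Id1*. Its log2 fold change, -9.82 with all mice, ran from -10.26 to -8.07 with 1 mouse left out. *Tcf7l2* (log2 fold change -5.46, standard error 2.21, adjusted p = 0.281) rested on Sensitized replicate 2, where 1 of 2 libraries held the counts. Without this mouse its log2 fold change was 0.31. *Csf1* was at the floor in Sensitized and at least 72.9-fold higher in S+P C5 (adjusted p = 0.277). *Il7* had few counts and a log2 fold change of -0.33, against the direction in Fig. 3g. DESeq2 on separate technical libraries called all 11, *Il7* among them with a log2 fold change of 17.16. T cell activation and cytokine production pathways were not analysed here.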

Notably, Lewis et al. recently reported that pregnancy-induced hypofunction in naive OT-I cells was characterized in part by translational repression, observed via downregulation of ribosom-eassociated genes^17^. We corroborate this finding in endogenous N+P C5 T_FGS_, whereas enrichment of this pathway was not observed in S+P C5 T_FGS_ (Fig. 3–h, Extended Data Fig. 4b). These data suggest that while a core transcriptional signature is consistently induced by pregnancy in T_FGS_, the majority of transcriptional modifications induced by pregnancy were unique to naive or memory T_FGS_, and these may additionally contribute to distinct mechanisms of enforcing T cell hypofunction in memory vs. naive T_FGS_.

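Cytosolic ribosomal protein genes were taken by symbol, 84 of which were tested. Between N+P C5 and Naive T_FGS_ their median log2 fold change was -0.77, with 82 of 84 lower (adjusted p = 1.34e-31 over 9 contrasts, from camera in edgeR with an inter-gene correlation of 0.01). Between S+P C5 and Sensitized T_FGS_ it was -0.17, with 57 of 84 lower (adjusted p = 0.00102 from camera). The difference between the 2 effects was 0.60 (adjusted p = 2.12e-13 from camera on the interaction). The fixed correlation of 0.01 treats these genes as nearly independent. Their mean log2 CPM ran from 8.18 to 9.33 between S+P C5 mice, a spread that the p-values from camera do not measure. No test per mouse was run for the interaction. With library size alone in place of TMM the median was -0.60 in N+P C5 and -0.0967 in S+P C5. With DESeq2 on separate technical libraries it was -0.67 in N+P C5 and -0.27 in S+P C5. With the replicate number as a block it was -0.76 in N+P C5 and -0.0774 in S+P C5 (p = 0.229 from camera for S+P C5). Sensitized T_FGS_ themselves were lower than Naive, with a median of -0.61. Per mouse, the mean log2 CPM of these genes was 9.57 ± 0.10 in Naive, 9.33 ± 0.21 in N+P C1 and 8.82 ± 0.18 in N+P C5 (SD, 3 mice each). It was 8.97 ± 0.27 in 4 Sensitized and 8.76 ± 0.36 in 6 S+P C5 mice. All 3 N+P C5 mice were below all 3 Naive mice, a difference of -0.75 (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow, and 0.4 after adjustment over 8 comparisons). The difference between S+P C5 and Sensitized mice was -0.21 (two-sided exact permutation test, p = 0.352, adjusted 0.508). No single ribosomal protein gene was past both thresholds in N+P C5, and 27 had an unadjusted p under 0.05. *Rpl31* (chromosome 1 from 39406884 to 39413938) had 10430 ± 472 normalized RNA-Seq read counts (SD, n = 3) in Naive and 4345 ± 637 (SD, n = 3) in N+P C5, after division by DESeq2's size factors. *Rps24* (chromosome 14 from 24537193 to 24547028) fell from 40344 ± 4996 to 21011 ± 993 on the same scale. Across *Rpl12*, *Rpl31*, *Rpl37a*, *Rplp1*, *Rps20* and *Rps24*, log2 fold changes ran from -1.29 to -1, with an adjusted p of 0.765 each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In S+P C5, *Rplp1* had a log2 fold change of -0.05, which library size alone turned to 0.02.

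**Figure D3:**
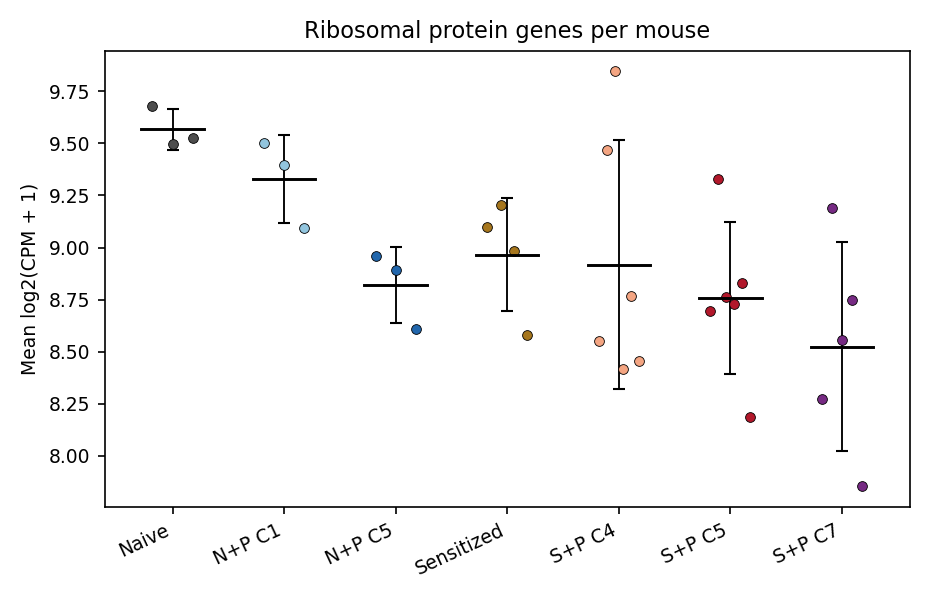
Mean log2 CPM of 84 ribosomal protein genes in each mouse (points) of the 7 groups, with group means (bars) and SD (whiskers). Naive mice have the highest mean, 9.57.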

### Post-partum memory T_FGS_ acquire an exhausted transcriptome and phenotype

The observation that pregnancy programs an exhaustion-associated transcriptional signature in naive OT-I CD8^+^ T cells^17^, along with our observation of a shared transcriptional core between post-partum memory and naive T_FGS_, led us to consider the hypothesis that pregnancy reprograms memory T_FGS_ towards a transcriptional state of exhaustion. To this end, we ranked the DEGs in N+P C5 vs. Naive and S+P C5 vs. Sensitized T_FGS_, comparing them to hallmark gene sets of exhausted CD8^+^ T cells (T_ex_) during chronic infection via Gene Set Enrichment Analysis (GSEA)^22–24^. Indeed, we observed a significant enrichment in the T_ex_ signature in both S+P C5 vs. Sensitized and N+P C5 vs. Naive DEGs (Fig. 4–b). 

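For 7 genes drawn in Fig. 4b, counts were divided by DESeq2's size factors and the technical libraries of a mouse averaged, giving normalized RNA-Seq read counts as mean ± SD over 3 Naive, 3 N+P C5, 4 Sensitized and 6 S+P C5 mice. *Tox* had 1244 ± 153 in Naive, 4291 ± 1449 in N+P C5, 693 ± 91.8 in Sensitized and 6462 ± 1769 in S+P C5 T_FGS_. *Nfatc1* had 1504 ± 267, 4287 ± 318, 1993 ± 306 and 5288 ± 992 in the same order. *Satb1* fell from 9983 ± 1883 in Naive to 3279.7 ± 1039 in N+P C5 and from 2929 ± 1358 in Sensitized to 419.8 ± 142 in S+P C5. *Ccr7* (chromosome 11 from 99035022 to 99045911) fell from 20076 ± 2261 to 8503 ± 2004 and from 4425 ± 2987 to 1373 ± 560.0. Its log2 fold change was -1.29 (adjusted p = 0.839) in N+P C5 and -1.65 (adjusted p = 0.277) in S+P C5 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For *Ccr7* the 4 Sensitized and 6 S+P C5 mice overlapped. *Tnfsf4* had 405 ± 109.9 normalized counts in N+P C5 and 1698 ± 877 in S+P C5. *Il10* had 78.8 ± 136 and 182 ± 165, with no count in 4 of 6 N+P C5 and in 2 of 10 S+P C5 libraries. *Il21* had 232 ± 299 and 446 ± 319, with no count in 2 of 6 N+P C5 libraries. Published exhaustion gene sets were not used here.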

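*Lag3* had 311, 309 and 217 CPM in the 3 N+P C5 mice and 1.23, 1.49 and 0.264 in the 3 Naive mice. The 6 S+P C5 mice had 394, 79.7, 42.3, 526, 703 and 418 CPM, and the 4 Sensitized mice 14.5, 0, 20.9 and 26.6. For *Tigit* the N+P C5 mice had 142, 98.4 and 109 CPM and the Naive mice 0.206, 11.1 and 9.07. The S+P C5 mice had 371, 246, 168, 520.2, 907 and 385, and the Sensitized mice 16.4, 4.85, 17.5 and 12.6. Every N+P C5 mouse was above every Naive mouse, and every S+P C5 mouse above every Sensitized mouse, for both genes. Among 14 alternatives, *Lag3* was past the thresholds in 7 for N+P C5 and 5 for S+P C5, and *Tigit* in 5 and 10. N+P C1 had 24.2 ± 9.31 CPM of *Lag3* (SD, n = 3), between Naive and N+P C5.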

Notably, both *Lag3* and *Tigit* were identified as part of the leading edge in our Gene Set Enrichment Analysis (Fig. 4b). This finding was corroborated with multiple additional T_ex_ gene sets from cancer, chronic infection, and pregnancy (Fig. 4–e). As a control, we ran GSEA on the DEGs of Sensitized vs. Naive T_FGS_; as expected, there was no enrichment for any exhaustion gene set in these DEGs (Extended Data Fig. 4c).

We also conducted separate GSEA analyses on the unique and shared DEGs between N+P C5 and S+P C5, and observed an enrichment of the upregulated T_ex_ signature within the set of 196 DEGs shared by N+P C5 and S+P C5 (Fig. 4c). Interestingly, the T_ex_ signature was significantly enriched for only the upregulated genes unique to N+P C5, whereas both upregulated and downregulated genes unique to S+P C5 were enriched for the T_ex_ signature (Fig. 4–e, Extended Data Fig. 4a). 

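Extended Data Fig. 4a names genes from the leading edges of exhaustion and dysfunction gene sets. *Ccrl2*, *Prr5l*, *Cd80*, *Tnfsf11* and *Tnfrsf13c* were all higher in N+P C5 than in Naive T_FGS_, where each was at the floor. *Cd80* overlaps another annotated gene, *Timmdc1*. *Prr5l* (chromosome 2 from 101543450 to 101713409) was at least 154-fold higher (adjusted p = 0.326 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Ccrl2* (chromosome 9 from 110883554 to 110886591) at least 33.7-fold (adjusted p = 0.765). 0 of the 5 were past both thresholds and 5 had an unadjusted p under 0.05. The adjustment over these 5 genes alone left 5 under 0.1, without bearing on stability since the paper chose them. 3 did not overlap between the groups, against 10% by chance for genes not chosen on these samples. *Csf1*, *Izumo1r*, *Tox2* and *Sema6d* were higher and *Ifngr1*, *Il7r*, *Lef1*, *Adam6b* and *Trib3* lower in S+P C5 than in Sensitized T_FGS_. 2 of these 9 were past the thresholds, *Ifngr1* and *Il7r*. All 9 had an unadjusted p under 0.05, and 9 an adjusted p under 0.1 over the list alone. *Izumo1r* (chromosome 9 from 14797110 to 14815245) had a log2 fold change of 4.38 (standard error 1.29, adjusted p = 0.277). 6 of the 9 did not overlap between the groups, where chance gives 0.952%, again without the paper's choice of genes. DESeq2 on separate technical libraries called 5 of 5 and 9 of 9.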

Taken together, these data confirm that pregnancy induces a partially overlapping signature of transcriptional T cell exhaustion in both naive and memory T_FGS_, but also provide new evidence suggesting that pregnancy utilizes additional distinct mechanisms to program naive vs. memory T_FGS_.

We next sought to validate the transcriptional findings with phenotypic evidence. We designed a larger 23-color spectral flow cytometry panel to assess the phenotypic expression of additional markers identified in our transcriptional analysis (Supplementary Table 1). First, we confirmed the presence of an overlapping phenotypic signature between N+P and S+P T_FGS_, characterized by the upregulation of NFATc1, SLAMF6, OX40, and PD-1, along with downregulation of SATB1 (Fig. 5–d, Extended Data Fig. 5). Importantly, this new panel more readily captured differences between N+P and S+P T_FGS_, illustrated by radar plot and by UMAP+FlowSOM (Fig. 5–d, Extended Data Fig. 5–b). N+P T_FGS_ predominantly mapped to Cluster E, and preferentially upregulated FR4 and CD73 compared to S+P T_FGS_ (Fig. 4d–e, Extended Data Fig. 5–f). Conversely, Cluster E was a minor subset of S+P T_FGS_, and the majority of S+P T_FGS_ mapped to Clusters C+D, which were characterized by a significantly more robust induction of TOX and EOMES compared to N+P T_FGS_ (Fig. 5–e, Extended Data Fig. 5–f). Collectively, these data illustrate the gradation of shared and distinct markers of phenotypic and transcriptional exhaustion induced by pregnancy in naive and memory CD8^+^ T_FGS_.

### Pregnancy induces distinct states of hypofunction in naive vs. memory T_FGS_

The broad phenotypic and transcriptional modifications consistent with T cell exhaustion prompted us to test if pregnancy induced cell-intrinsic hypofunction in memory T cells^16,17,20,21^. We first quantified the in-vitro cytokine production capability of CD8^+^ T cells following stimulation with allogeneic APCs. As expected, ~12% and 30% of Sensitized T_FGS_ produced TNF-α and IFN-γ, respectively (Fig. 6a). In contrast, we found that N+P T_FGS_ exhibited minimal TNF-α and IFN-γ production, remaining comparable to Naive T_FGS_ (Fig. 6a). Furthermore, pregnancy significantly but incompletely reduced TNF-α production in S+P T_FGS_ compared to Sensitized T_FGS_, but did not significantly reduce IFN-γ production (Fig. 6a). To test for cell-intrinsic hypofunction of memory T_FGS_ *in vivo*, we adoptively transferred (AdTr) purified CD8^+^ T cells from Sensitized or S+P mice into naive B6 hosts, followed by transplantation with a semi-allogeneic F1 heart graft (B6×2W-OVA.BALB/c) along with a tolerance-inducing regimen of donor splenocyte transfusion and anti-CD154 costimulation blockade (CoB) (Fig. 6c). Consistent with previous reports^9,11^, memory CD8^+^ T cells from Sensitized mice prevented stable tolerance induction (Fig. 6d). Remarkably, CoB induced a significant extension of allograft survival in recipients of S+P CD8^+^ T cells compared to those receiving Sensitized CD8^+^ T cells, with ~50% of the grafts surviving long-term (Fig. 6d); Thus, we conclude that pregnancy is capable of enforcing a cell-intrinsic state of hypofunction not only in naive T_FGS_, but also in memory T_FGS_.

The distinct phenotypic and transcriptional signatures induced by pregnancy in N+P vs. S+P T_FGS_ also prompted us to investigate whether this resulted in differential susceptibility to NFAT inhibition, which has been reported to hinder the induction of T cell exhaustion signatures^17^. Using FK506 as a pharmacological inhibitor of NFAT, we showed that FK506 treatment hindered the expression of exhaustion markers in N+P T_FGS_, whereas S+P T_FGS_ maintained an exhaustion phenotype despite FK506 treatment (Fig. 6b, Extended Data Fig. 6). These observations further support that the induction and maintenance of T cell exhaustion signatures by pregnancy may occur through distinct mechanisms in naive vs. memory T_FGS_.

### Pregnancy programs extensive chromatin remodeling in memory T_FGS_, but not naive T_FGS_

It is well-established that CD8^+^ T cells undergo epigenetic modifications during both conventional effector responses and exhausted/dysfunctional responses that promote the stability of effector and dysfunctional phenotypes^25–29^. Therefore, we tested the hypothesis that pregnancy epigenetically reprograms naive and memory T_FGS_ to maintain distinct states of exhaustion and hypofunction. To test this, we used the same sorting strategy as described above for RNA-Seq to perform the Assay for Transposase-Accessible Chromatin with high-throughput sequencing (ATAC-Seq) and assess the chromatin accessibility profiles of T_FGS_. As demonstrated by UMAP, Sensitized vs. Naive T_FGS_ possessed distinct chromatin states, and the chromatin states of N+P C1 and S+P C4 subsets resembled Naive and Sensitized T_FGS_, respectively (Fig. 7a, Extended Data Fig. 7–b). The chromatin state of N+P C5 was surprisingly similar to that of naive T_FGS_, suggesting that pregnancy induced minimal epigenetic modifications in naive T_FGS_. A limited set of peaks opening and closing was observed between S+P C5 vs. Sensitized T_FGS_ (n=417 opening and n=496 closing) (Fig. 7b, Extended Data Fig. 7–b).

Remarkably, S+P C5 T_FGS_ exhibited extensive chromatin remodeling compared to N+P C5 T_FGS_ (Fig. 7–b, Extended Data Fig. 7–b). These differences were apparent when visualizing the Differentially Accessible Peaks (DAPs) via heatmap, where there was a large set of peaks opening and closing in S+P C5 vs. N+P C5 T_FGS_ (n=1390 opening and n=943 closing). To classify the epigenetic modifications induced by pregnancy in memory T_FGS_, we performed pathway analysis of the genes associated with DAPs in S+P C5 vs. Sensitized T_FGS_. This analysis revealed that pathways enriched in S+P C5 were associated with T cell signaling and differentiation, including Jak-STAT, SCF-KIT, and Hippo signaling pathways (Extended Data Fig. 7c). Extensive chromatin remodeling was also observed for S+P C7 (Extended Data Fig. 8–d).

We next addressed the potential confounder that the epigenetic modifications seen in S+P C5 but not N+P C5 actually occurred during skin sensitization rather than pregnancy, and that the chromatin accessibility profile of S+P C5 T_FGS_ may be more indicative of memory than exhaustion. Due to the level of variability within Sensitized samples in our ATAC-Seq dataset, a simple pairwise comparison of these two groups was not sufficient to rule out this possibility. Therefore, we leveraged insights obtained from our RNA-Seq dataset to assess chromatin remodeling associated with pregnancy-induced DEGs unique to either N+P C5 or S+P C5 T_FGS_ (Fig. 7–d). Notably, both of these gene sets were enriched for T cell exhaustion (Fig. 4). At the loci of DEGs (n=831) induced uniquely in naive T_FGS_ by pregnancy, we observed no significant change in chromatin accessibility between N+P C5 vs. naive, or S+P C5 vs. Sensitized T_FGS_ (Fig. 7c). Furthermore, at the loci of DEGs (n=817) induced in memory T_FGS_ by pregnancy, we again detected no significant changes in chromatin accessibility in N+P C5 vs. Naive T_FGS_. Importantly, significant increases and decreases in chromatin accessibility were observed in S+P C5 vs. Sensitized T_FGS_ at these loci, corresponding to transcriptional up- and down-regulation (Fig. 7d). Similar chromatin remodeling was also observed for S+P C7 T_FGS_ (Extended Data Fig. 8f). These observations suggest that the chromatin accessibility profiles of S+P-C5 and C7 are indeed associated with pregnancy, thus raising the possibility that pregnancy-mediated chromatin remodeling is a mechanism unique to memory T_FGS_, while the induction of exhaustion in naive T_FGS_ does not require chromatin remodeling.

We next used HOMER *de-novo* motif analysis to search for enrichment of conserved transcription factor DNA binding motifs associated with T cell function and differentiation among DAPs in S+P C5 vs. Sensitized T_FGS_. This analysis identified key motifs associated with master regulators influencing both early- and late-stage T cell exhaustion, including Nfatc1, Nfatc2, Tbx21, Eomes, Runx, and Jun (opening), and Nfatc2, Batf, Jun, Fos, and AP-1 (closing) (Fig. 7–f)^30^. Additionally, motifs enriched in closed peaks of S+P C5 also included important hallmarks of T cell memory Lef1, Tcf7, and Tcfl2 (Fig. 7f). The presence of exhaustion-associated motifs in both open and closed peaks of S+P C5 T_FGS_ suggests that these cells are in an intermediate state of exhaustion rather than terminally exhausted, an interpretation consistent with the partial reduction in cytokine production observed in Fig. 6a. Furthermore, these data suggest that the extensive epigenetic reprogramming of memory T_FGS_ during pregnancy may encompass not only the accession of genes involved in the maintenance of T cell exhaustion, but also critical reversal of the conventional memory T cell signature.

Finally, to confirm that pregnancy-mediated epigenetic reprogramming occurs uniquely in memory T_FGS_ and is not detectable in naive T_FGS_, we focused our analysis on the 196 shared DEGs induced by pregnancy in both N+P C5 and S+P C5 T_FGS_ (Fig. 3). Visualizing the chromatin accessibility of these loci via UMAP and box plots clearly demonstrated the significant epigenetic remodeling present in S+P C5 vs. Sensitized T_FGS_, but not in N+P C5 vs. Naive T_FGS_ (Fig. 8a+c). These differences are also readily apparent when visualizing individual exhaustion-associated loci such as *Tox* and *Maf,* where multiple open peaks are present in S+P C5 T_FGS_ but not in Sensitized or N+P C5 T_FGS_ (Fig. 7b, Extended Data Fig. 8e). Analyzing the chromatin accessibility of shared DEGs between S+P C7 and N+P C5 produces similar results (Extended Data Fig. 8f). Notably, this pregnancy-mediated chromatin remodeling remained detectable at distances of up to 100kb from the transcription start sites of these loci, supporting the possibility of both proximal remodeling of the locus itself along with distal enhancer remodeling (Fig. 7d). Taken together, we conclude that pregnancy induces significant chromatin remodeling to reprogram memory CD8^+^ T cells towards transcriptional and phenotypic exhaustion and increased susceptibility to transplantation tolerance induction, while naive CD8^+^ T cells undergo minimal epigenetic modification to achieve this hypofunctional state (Extended Data Fig. 9).

## Discussion

Pregnancy is an immunological paradox, where the conflict between robust immunity towards foreign pathogens and tolerance to the semi-allogeneic fetus must be simultaneously resolved in order to preserve the survival of the species. The imperative to preserve fetal viability underscores the necessity of multiple redundant mechanisms to achieve fetal tolerance. In this study, we demonstrate the remarkable ability of pregnancy to restrain not only naive, but also memory T cell responses towards the semiallogeneic fetus to achieve full-term delivery of viable offspring, even after sensitization via prior rejection of a fully mismatched paternal allograft. We identified a core transcriptional signature of 196 DEGs induced by pregnancy in both naive and memory T_FGS_ which was corroborated with phenotypic evidence, and showed that this signature was highly enriched for CD8^+^ T cell exhaustion.

We revealed that the majority of the phenotypic and transcriptional signatures induced in naive and memory T_FGS_ following encounter with the semi-allogeneic fetus were unique. As a result, the overall state of hypofunction achieved differed between naive and memory T_FGS_. Whereas post-partum naive T_FGS_ displayed a complete inhibition of proinflammatory cytokine production, post-partum memory T_FGS_ were only partially inhibited for TNF-α, and not for IFN-γ. Conversely, post-partum memory T_FGS_ were more robustly protected than naive T_FGS_ against the loss of exhaustion markers in the presence of NFAT inhibition (FK506). Importantly, pregnancy relieved the barrier memory T_FGS_ normally pose to transplantation tolerance, as evidenced by the enhanced survival of subsequent offspring-matched heart grafts in S+P recipients under co-stimulation blockade. The potential mechanistic significance of these nuanced differences between post-partum memory vs. naive T_FGS_ may be explained by the observation that pregnancy induced profound chromatin remodeling at exhaustion-associated loci exclusively in memory CD8^+^ T_FGS_, whereas naive T_FGS_ remained epigenetically unmodified during pregnancy. This difference in epigenetic signature may provide an explanation for the enhanced resistance to FK506 treatment seen in S+P T_FGS_. We speculate that transcriptional and epigenetic differences could be explained by differential responses to identical pregnancy-induced cues in naive vs. memory CD8^+^ T cells, differences in migratory behavior between naive and memory CD8^+^ T cells that dictate divergent access to pregnancy-induced cues, or by a combination of both factors.

Stable epigenetic programming has been reported in CD8^+^ T cells during the establishment of both memory and exhaustion^25–29^. We report that pregnancy-induced increases in chromatin accessibility in S+P T_FGS_ were enriched for transcription factor motifs implicated in both early- and late-stage T cell exhaustion, whereas motifs enriched in reduced chromatin accessibility included important hallmarks of T cell memory. These data raise the tantalizing possibility that pregnancy utilizes targeted epigenetic manipulation in memory T_FGS_ not only to induce transcriptional exhaustion, but also to silence pre-existing memory/effector programming. Taken together, our studies reveal a novel endogenous mechanism for the reprogramming of antigen-specific memory T cells towards exhaustion and hypofunction. This insight is of critical relevance for the success of transplantation tolerance in the clinic, where the conceptual framework for reprogramming of memory donor-specific T cells heretofore has not been identified^9–11^.

Finally, viewing CD8^+^ T cell exhaustion/hypofunction through the lens of pregnancy potentially solves the seemingly counterintuitive evolutionary puzzle of why exhaustion is so quickly induced when T cells are exposed to chronic infections or tumors, which is often detrimental to the host. We theorize that this timeline is imposed by mammalian pregnancy requiring a rapid restraint of fetus-specific alloreactive T cells to preserve fetal viability. Moreover, while the phenotype and transcriptome of exhaustion was first discovered in the context of chronic infection and tumors, we posit that this phenomenon should be reevaluated from the perspective that exhaustion pathways developed under the stringent need to preserve the semi-allogeneic fetus, and these mechanisms were subsequently hijacked by chronic infections and tumors. Thus, insights into how exhaustion is programmed into naive and memory T_FGS_ during pregnancy are relevant not only to addressing problems related to high-risk pregnancies and transplantation tolerance, but also to broader clinical issues such as autoimmunity, chronic infection, and cancer, where controlling T cell hypofunction is also desirable.

## Methods

### Mice.

Eight- to twelve-week-old female C57Bl/6 (B6, H-2^b^) mice were purchased from Harlan Laboratories. *Act-2W-OVA* transgenic mice on a B/6 background (2W-OVA.C57BL/6) were a gift from James Moon (Massachusetts General Hospital, Harvard Medical School, Charlestown, Massachusetts, USA). Donor/paternal 2W-OVA.BALB/c (2W-OVA.B/c, H-2^d^) mice were backcrossed from 2W-OVA.B/6 mice for >10 generations. For semi-allogeneic pregnancies, a harem was formed in which a male 2W-OVA.BALB/c was introduced to 4 virgin B/6 females. Approximately 50% of F1 from this mating were confirmed to be 2W-OVA-positive, and 2W-OVA.F1 (B6×2W-OVA.B/c) mice were used as heart donors. All animal experiments were approved by the Institutional Animal Care and Use Committee at the University of Chicago and adhered to the standards of the NIH Guide for the Care and Use of Laboratory Animals.

### Adoptive transfer, heart and skin transplantation.

For adoptive transfer experiments, ~4–12×10^**6**^ CD45.2^**+**^ CD8^**+**^ T cells, isolated via magnetic enrichment, were transferred retro-orbitally (r.o.) into naive CD45.1^**+**^ C57BL/6 hosts one day prior to heart transplantation. See below for T cell enrichment description. Heterotopic heart transplantations were performed as previously described^31^, by grafting 2W-OVA.F1 (B6×2W-OVA.B/c) hearts onto the inferior vena cava and aorta of female recipients. Tolerance (CoB/DST) was induced with a combination of anti-CD154 (MR1, BioXCell) at a dose of 500μg on day 0 (i.v.), and 250μg on days 7 and 14 (i.p.) post-transplantation, in combination with 2×10^**7**^ donor spleen cells on day 0. Graft survival was assessed by palpation 2–3 times per week, and the day of rejection was defined as the last day of detectable heartbeat. Flank skin from 2W-OVA.BALB/c was transplanted onto the B/6 mice.

### FK506 injection.

FK506 was injected daily (1 mg/kg i.p.) into pregnant mice beginning 5 days after the first observation of a copulation plug and ending on the date of euthanasia (day 0–3 post-delivery).

### T Cell enrichment.

Single-cell suspensions from spleens and pooled LNs (brachial, inguinal, and axillary) of individual mice were prepared for each experiment (see below). For flow cytometry and cell sorting assays, Pan-T lymphocytes were enriched with Pan-T cell isolation kit II (Miltenyi Biotech). For CD8^+^ T cell adoptive transfer experiments, the CD8α^+^ T Cell isolation kit (Miltenyi Biotech) was used instead. Samples were passed through LS columns on a QuadroMACS separator (Miltenyi Biotech) in MACS buffer (2%FBS + 2mM EDTA)

### Cell harvest and fluorescent staining for flow cytometry and cell sorting.

Spleens and LNs were harvested and passed through a 40μm cell strainer (Corning Inc., USA), followed by lysis of red blood cells via 2-minute incubation with ammonium chloride-potassium (ACK) lysis buffer (Quality Biological). After magnetic enrichment for T cells (see above), approximately 2×10^7^ cells were stained with a fixable live/dead stain (Invitrogen), followed by tetramer staining. Tetramer staining was performed for 35–45 min at room temperature with PE- and APC-conjugated OVA (SIINFEKL):H-2K^b^ tetramers (NIH Tetramer Core Facility). The cells were then stained for extracellular antibodies for 15–20min at 4^o^C. Samples were fixed with the Invitrogen Fix/Perm buffer kit according to the manufacturer’s instruction. Finally, fixed and permeabilized samples were stained for intracellular markers overnight. For phenotypic analysis, samples were acquired via flow cytometry after fixation and intracellular staining. For cell sorting, samples were sorted into RPMI after extracellular staining.

### In vitro stimulation and staining for IFNγ and TNFα.

Splenocyte stimulators from 2W-OVA.F1 mice were prepared and their red blood cells were lysed with ACK lysing buffer (Quality biological), followed by 30min incubation with anti-CD90.2 (53–2.1, BD Biosciences) to deplete T cells. Labeled T cells were depleted with two consecutive 35min incubations with rabbit complement (Cedarlane) at 37°C. >40× 10^6^ T-depleted splenocytes were then incubated overnight with 20μg/ml LPS. The following day, 1 × 10^6^ responder cells (Pan-T enriched splenocytes) were plated with 0.5 × 10^6^ stimulators (T-depleted APC’s) in triplicate in a 96-well plate (Corning) and incubated at 37°C overnight. Next, Golgi Plug (BD Biosciences) was added at 1:1000 and incubated for an additional 6h at 37°C. Live/Dead and extracellular staining were performed for 10min and 15min (respectively) on ice, and cells were then fixed with BD Cytofix/Cytoperm according to the manufacturer’s instruction (BD Biosciences). Finally, cells were stained for intracellular IFNg and TNFa and acquired via flow cytometry.

### Flow cytometry and cell sorting acquisition and analysis.

Flow cytometry samples for phenotypic panels and in-vitro cytokine stimulation assays were acquired on a Cytek Aurora flow cytometer (5 lasers, 16UV-16V-14B-10YG-8R). For cell sorting, samples were acquired and sorted on a BD Aria II 4–15 (70μm nozzle), BD Aria Fusion 5–18 (70μm nozzle), or the Invitrogen Bigfoot (100μm nozzle). The associated software for each cytometer is as follows: Aurora is Cytek SpectroFlo, Aria and Aria Fusion are BD FACSDiva, and Bigfoot is Invitrogen Sasquatch Software (SQS). Data were analyzed and visualized with FlowJo software v10.8.1 (FlowJo, LLC).

### Fluorescent antibodies for flow cytometry and cell sorting.

Fluorochrome-conjugated antibodies were used to select and sort cell subsets, analyze T cell phenotypes, and to determine cytokine production. The following antibodies were used in this study, separated by manufacturer (clone is indicated in parentheses). *Biolegend:* Ki67-PacificBlue (16A8), CD62L-BV510 (MEL-14), CD73-BV605 (TY/11.8), CD44-FITC (IM7), PD1-PEDazzle594 (RMP1–30), TIGIT-PECy7 (1G9), LAG3-BV785 (C9B7W), IFNγ (XMG1.2), TNFα-PECy7 (MP6-XT22), SATB1-AlexaFluor594 (O96C6), TIM3-APC/Fire750 (B8.2C12), OX40-BV711 (OX-86), OX40L-PECy7 (RM134L), Tim3-PerCP/Cy5.5 (B8.2C12), CD8-FITC (53–6.7), CD90.2-PECy7 (30H12), CD90.2-PerCP/Cy5 (53–2.1), CD4-APCCy7 (RM4–5). || *BD Biosciences:* CD90.2-BUV395 (53–2.1), CD4-BUV496 (GK1.5), CD19-BUV661 (1D3), CD11c-BUV661 (N418), F4/80-BUV661 (T45–2342), NK1.1BUV661 (PK136), TER119-BUV661 (TER-119), CD127-BUV737 (SB/199), CD8-BUV805 (53–6.7), FR4-BV421 (12A5), CTLA4-APCR700 (UC10–4F10–11), NK1.1-eFluor450 (PK136), Ter-119-eFluor450 (Ter119), Rorγt-BV650 (Q31–378), CD62L-BV605 (MEL-14). || *Invitrogen:* FoxP3-AlexaFluor532 (FJK-16s), CD44-BUV737 (IM7), PD1-SB780 (J43), TOX-eFluor660 (TXRX10), EOMES-PerCP/eFluor710 (Dan11mag), F4/80-eFluor450 (BM8), CD49b-eFluor450 (DX5), CD11c-eFluor450 (N418), PD1-PerCPe710 (J43). || *Santa Cruz Biotechnologies:* NFATc1-AlexaFluor488 (7A6), CD30L-AlexaFluor680 (RM153).

### RNA-Sequencing Data Collection and Processing.

RNA-Seq libraries were generated and amplified according to the SmartSeq2 protocol^32^. 200 live cells per sample/subset were sorted into 96-well optical PCR plates (Thomas Scientific) containing 4μl of lysis buffer at 4°C. cDNA sequencing libraries were generated using Nextera XT DNA Library Prep Kit and Nextera XT Index Kit (Illumina). All libraries were sequenced in the same run on a NovaSeq 6000 in a 150 bp/150 bp paired-end configuration. An average of ~55 × 10^6^ paired reads was generated per sample.

### RNA-Sequencing Data and Processing.

Raw RNA-Seq reads were trimmed for adapter content and filtered for truncated reads using Cutadapt v3.4^33^. Paired-end reads were aligned using STAR v2.6.1b^34^ against the GRCm39 (mm39) reference genome and transcriptome annotations, and non-uniquely mapping reads were removed. Per-sample read counts for each gene were quantified sample using featureCounts v2.0.1^35^.

### ATAC sequencing.

Chromatin profiling was performed by ATAC-seq as described previously^36,37^. In brief, ~3,000–50,000 sorted cells were washed in cold PBS and lysed to isolate intact nuclei. Transposition was performed at 37°C for 30min with the Tagment DNA Enzyme and Buffer kit (Illumina). After purification of the transposed DNA with the MinElute PCR purification kit (Qiagen), material was amplified via PCR for 13–14 cycles with Nextera XT Index primers (Illumina). Final product was purified again via MinElute PCR purification kit (Qiagen). Libraries were sequenced in the same run on a NovaSeq 6000 in a 150 bp/150 bp paired-end configuration. An average of 75 × 10^6^ paired reads was generated per sample.

### ATAC-Sequencing Data and Processing.

Raw ATAC-Seq reads were trimmed for adapter content and filtered for truncated reads using Cutadapt v3.4^33^. Paired-end reads were aligned using Bowtie2 v2.2.9^38^ against the GRCm39 (mm39) reference genome. Non-uniquely mapping reads and PCR duplicates were filtered with Bamtools v2.5 and Picard v2.21.8, respectively^39,40^. Peaks corresponding to ATAC-Seq cut sites for each sample were called using Genrich v0.6.1 in ATAC-Seq mode (https://github.com/jsh58/Genrich). Finally, reproducibly identifiable peaks for each experimental group were identified via ChIP-R v1.2.0^41^.

### Processing of ATAC-Seq peak set for differential accessibility analysis.

Reproducibly identifiable peaks across all experimental groups were merged into a single reference peak set using Bedtools v2.27.1^42^. Multibamsummary v3.5.1 from the Deeptools suite^43^ was used to generate per-sample read counts at each peak from the reference peak set. The read counts data was then imported into R v4.1.0, and each peak was assigned to a single gene via nearest TSS using GenomicRanges v1.46.1, ChIPpeakAnno v3.28.1, and the Org.mm.eg.db v3.14.0 genomic annotation object^44–46^.

### Sequencing Data Analysis and Visualization.

After completing data preprocessing as described above, the DESeq v1.34.0 package was used to conduct differential expression/accessibility analysis on sequencing datasets^47^. For both RNA-Seq and ATAC-Seq, the threshold for determining differential expression/accessibility was FDR (p_adj_)<0.1 and absolute value of log_2_ fold-change >0.9. In addition to DESeq2, we used current versions of the following packages for analysis and visualization (with description of purpose in parentheses). Viridis and RColorBrewer (color scale creation). Gplots, ggplot2 and ggrepel (graphing data and generating heatmaps). Uwot and VennDiagram (UMAP and Venn graphs, respectively). Tidyverse suite (dataset manipulation).

### ATAC-Seq motif analysis and locus visualization.

Motif analysis was performed by identifying unique and common peak sets between two experimental groups (using the reproducible peaks for each group as described above). These peak sets were then analyzed via HOMER de-novo analysis^48^ to search for significantly enriched motifs associated with ATAC-Seq cut sites and annotate these motifs to possible transcription factor targets. Individual loci were visualized by generating bigwig files for each sample and importing them into IGV v2.12.3^49^. A single track for each experimental group was created by summing the read counts of two representative samples from each group.

### Gene Set Enrichment Analysis.

GSEA software (4.0.3) was downloaded from the Broad Institute (https://www.gsea-msigdb.org/gsea/index.jsp), and pre-ranked GSEA was performed on the selected gene sets in this study. Gene set files were downloaded from the Molecular Signatures Database or prepared manually as gene matrix expression files (.GMX), using DESeq2 on published RNA-Seq data. Ranked gene lists for our transcriptional data were generated from by arranging genes based on the Change Metric (fold change × −log_10_ p_adj_) from high to low. The change metric combines both significance and intensity of expression changes, while preserving the direction (up- or -downregulation) with positive or negative values.

### Pathway Analysis.

Two lists of DEGs (or differentially accessible peaks) were created for each pairwise comparison, one for upregulated/opened regions, and one for downregulated/closed regions. The ENSEMBL gene IDs of each list were then uploaded to Metascape Pathway analysis^50^ to calculate the enrichment and significance of functional gene pathways from Gene Ontology (GO), Kegg, Reactome, or WikiPathways databases (primarily GO).

### Computational resources.

All data preprocessing for both ATAC-Seq and RNA-Seq (adapter trimming, alignment, filtering, generation of read-counts, and peak-calling) was performed on the Midway2 highperformance compute cluster, which is maintained by the University of Chicago Research Computing Center.

### Statistical analysis.

Statistical significance analyses were performed using GraphPad Prism version 9.2.0. Sample size of >5 animals per experiment were chosen to ensure adequate power. Graft survival significance was assessed using a Kaplan-Meier/Mantel-Cox log rank test. *P* values <0.05 were considered to indicate a significant difference. To calculate differences between experimental animals, we used Kruskal-Wallis test (ANOVA) with Dunn’s post hoc test for pairwise multiple comparisons, one-way ANOVA with Tukey’s post-hoc test, or Welch’s unpaired *t* test (specific tests for each subfigure are indicated in the figure legends). Asterisks used to indicate significance correspond to the following: *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001.

## Extended Data

**Extended Data Fig. 1:**
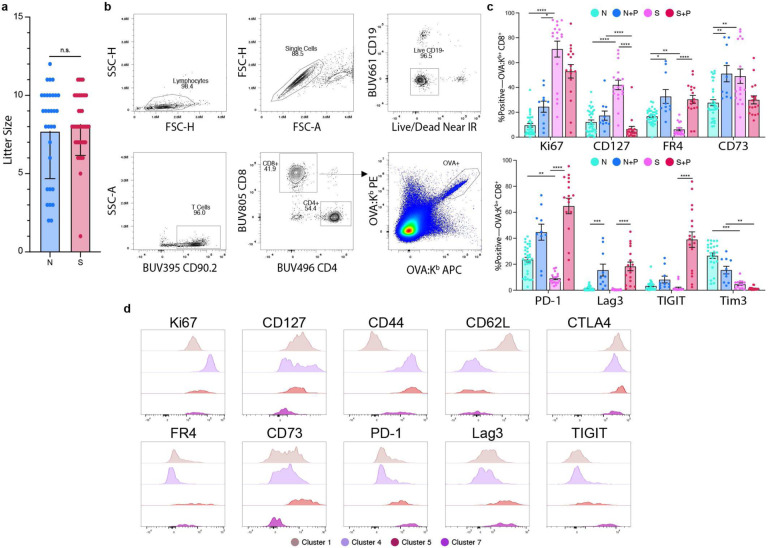
Memory and naive T_FGS_ are phenotypically modified by pregnancy. **a**, Bar graph showing litter sizes of Naive vs. Sensitized female mice achieving successful full-term pregnancies; *n* = 35–49 per group. **b**, Gating strategy for selection of OVA:K^b^ -specific CD8^+^ T cells (T_FGS_) via spectral flow cytometry. **c**, Bar graph showing showing percentages of of T_FGS_ cells from each experimental group expressing phenotypic activation and coinhibitory markers. Data acquired from 2 or more biologically independent experiments; *n* = 10–33 per group. **d**, Histograms showing phenotypic expression for FlowSOM clusters 1, 4, 5, and 7. Cluster 1 is predominantly Naive T_FGS_, cluster 4 is predominantly Sensitized T_FGS_, cluster 5 is shared by N+P and S+P T_FGS_, and cluster 7 is unique to S+P T_FGS_. Data represent mean ± SEM. P values were determined by Kruskal-Wallis test with Dunn’s post hoc test. ns: not significant; *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001.

**Extended Data Fig. 2:**
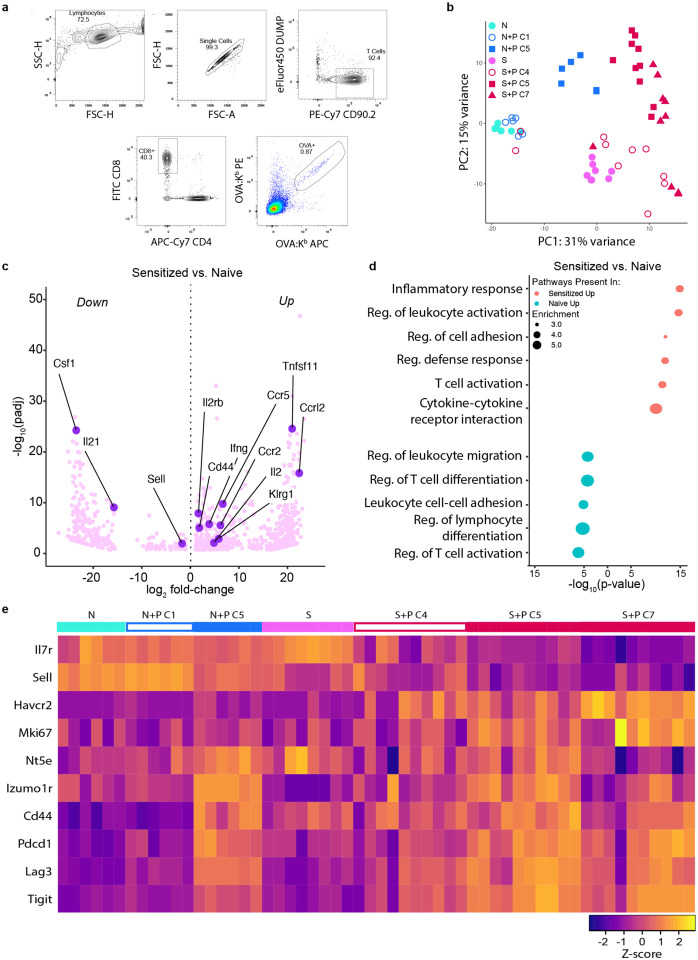
Gating strategy and transcriptional analysis of T_FGS_ subsets. **a**, Gating strategy for selection and fluorescent cell sorting of OVA:K^b^-specific CD8^+^ T cells (T_FGS_) via flow cytometry. **b,** PCA plot comparing T_FGS_ transcriptional profiles corroborates the UMAP shown in Fig. 2b and captures a high percentage of variance in PC1 and PC2. **c-d,** Volcano plot (**c**) and Metascape pathway analysis (**d**) of DEGs for Sensitized vs. Naive T_FGS_. **e**, Row-normalized RNA-seq expression of the loci analyzed by flow cytometry in Fig. 1.

**Extended Data Fig. 3:**
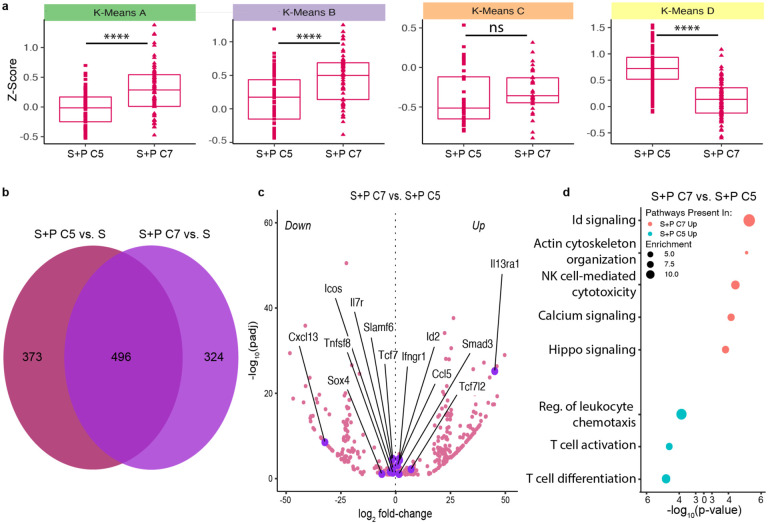
Comparison of S+P C7 vs. S+P C5 T_FGS_ subsets. **a**, Box plots visualizing S+P C7 vs. S+P C5 expression of DEGs in each K-Means cluster identified in Fig. 2D. **b-d,** Venn diagram (**b**), volcano plot (**c**) and Metascape pathway analysis (**d**) of DEGs for S+P C7 vs. S+P C5 T_FGS_ subsets. Minimum criteria for all DEGs shown in this figure was both q<0.1 and log_2_ fold-change>0.9. P values were determined by two-tailed Mann-Whitney test (**d**). ns: not significant; ****P<0.0001.

**Extended Data Fig. 4:**
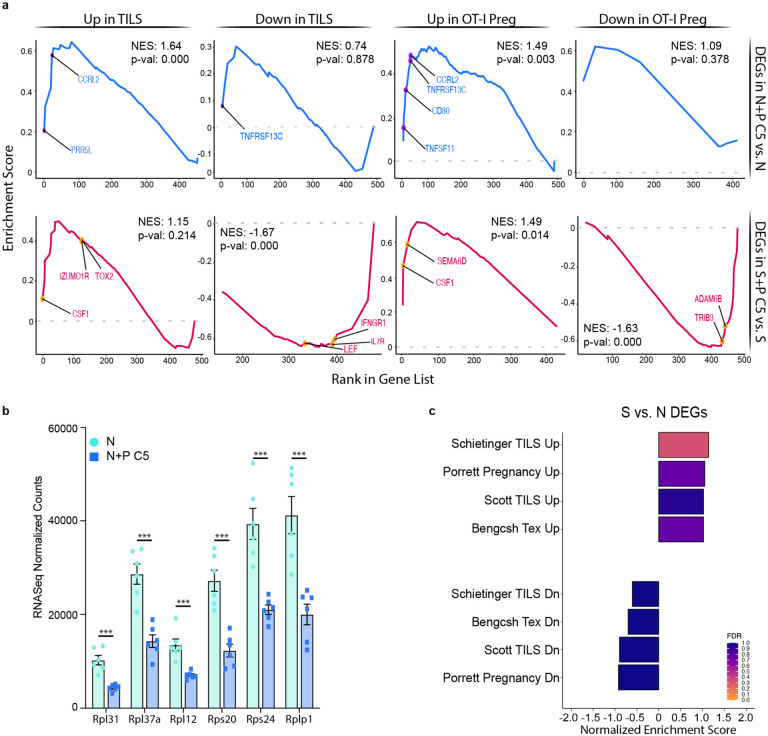
Similarities and differences between post-partum naive vs. memory T_FGS_. **a,** GSEA curves showing enrichment of dysfunctional T cell signatures during tumor responses (TILS) and pregnancy (Scott et al. 2019; Lewis et al. 2022) in N+P C5- and S+P C5-induced transcriptional modifications. NES, Normalized Enrichment Score. **b**, Bar graph of normalized RNA-Seq read counts for N+P C5 vs. Naive DEGs in the Ribosome Pathway (Kegg mmu03010). Differential expression of these genes was not observed in S+P C5 vs. Sensitized T_FGS_. **c**, Summary of GSEA analysis comparing Sensitized vs. Naive DEGs to published gene sets of exhaustion. P values were determined by Wald’s test. *P<0.05; ***P<0.001; ****P<0.0001.

**Extended Data Fig. 5:**
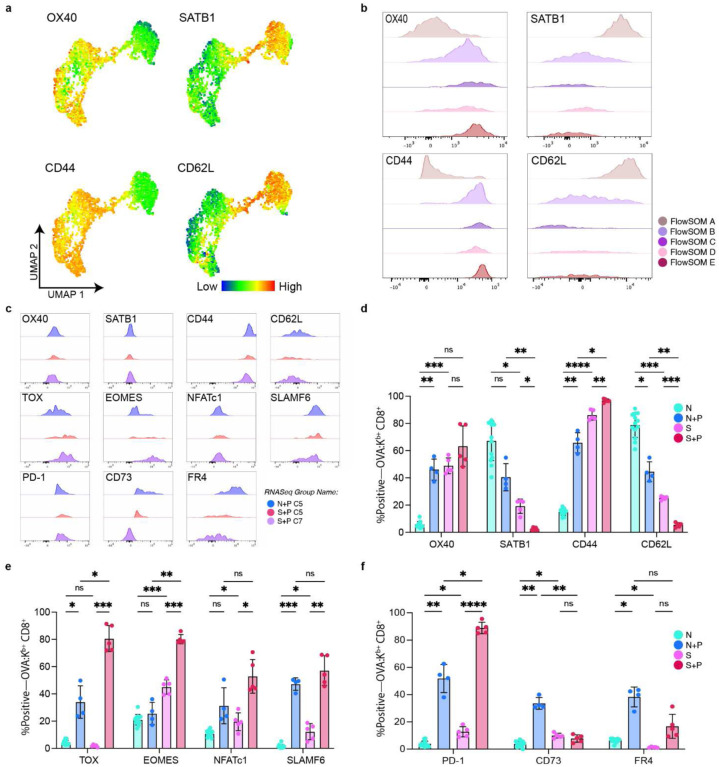
Updated phenotypic panel enhances separation of post-partum memory vs. naive T_FGS_. **a**, UMAP with heatmap overlays of additional phenotypic markers expressed by TFGS across experimental groups. **b**, Additional histograms showing phenotypic expression for FlowSOM clusters from Fig. 4b. FlowSOM A is predominantly Naive T_FGS_, FlowSOM B is predominantly Sensitized T_FGS_, FlowSOM C+D are predominantly S+P T_FGS_, and FlowSOM E is unique to N+P T_FGS_. **c**, Histograms showing phenotypic expression of new markers within our original FlowSOM Clusters that were used for RNA-Seq sorting. **d-f,** Bar graphs showing percentages of T_FGS_ cells expressing phenotypic markers of activation and exhaustion. Data acquired from 2 or more biologically independent experiments; *n* = 4–13 per group. Data represent mean ± SEM. P values were determined by Kruskal-Wallis test with Dunn’s post hoc test. ns: not significant; *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001.

**Extended Data Fig. 6:**
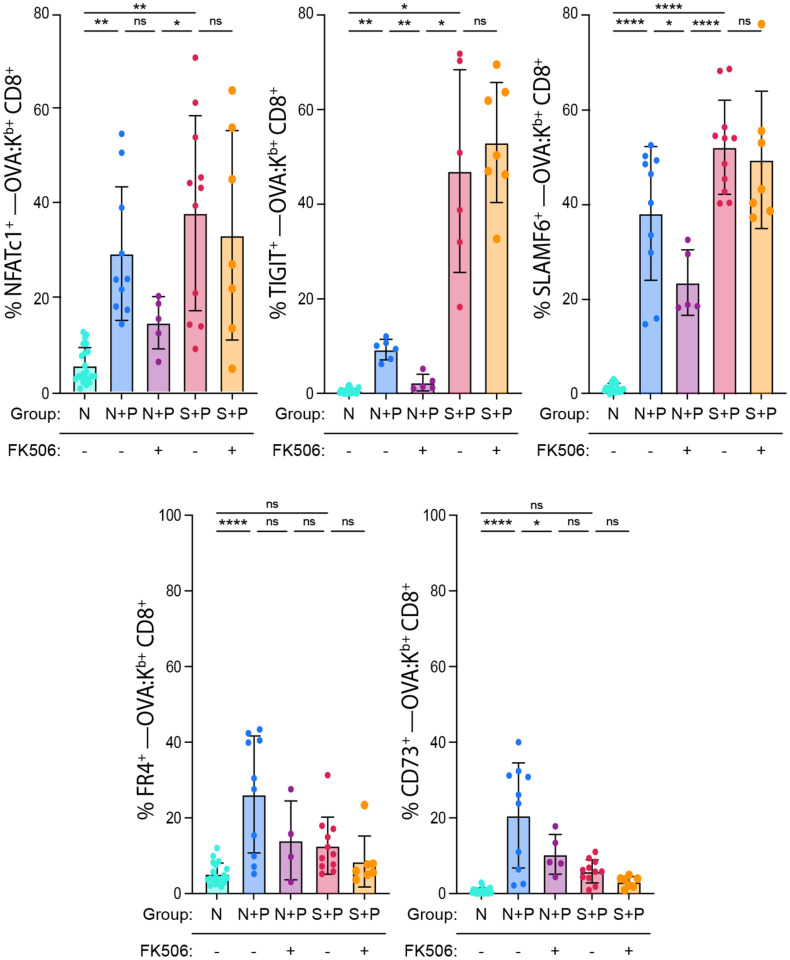
S+P T_FGS_ resist FK506-induced phenotypic modifications. Bar graphs showing percentages of T_FGS_ cells expressing phenotypic markers of activation and exhaustion in the presence or absence of FK506, an inhibitor of NFAT. Data acquired from 2 or more biologically independent experiments; *n* = 4–13 per group. Data represent mean ± SEM. P values were determined by ordinary one-way ANOVA or Brown-Forsythe and Welch ANOVA. ns: not significant; *P<0.05; **P<0.01; ****P<0.0001.

**Extended Data Fig. 7:**
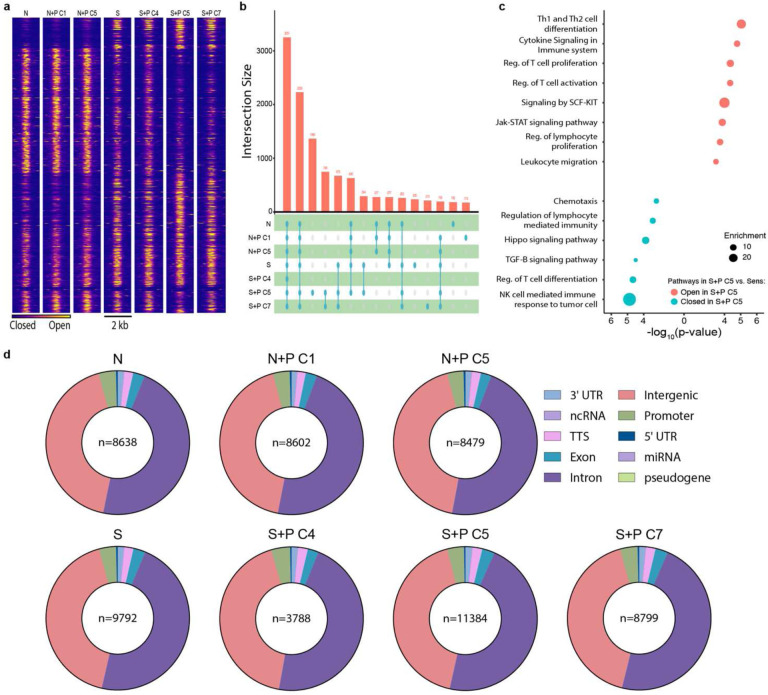
Peak distribution and visualization for T_FGS_ ATAC-Seq dataset. **a**, Chromatin accessibility heatmaps to further visualize global differences between T_FGS_ subsets. **b,** Upset plot showing the total number of reproducible peaks shared by various combinations of T _FGS_ subsets. This graph serves the same purpose as a Venn diagram, but maintains visual proportionality even when comparing across a large number of groups. **c**, Metascape pathway/gene ontology analysis for differentially accessible peaks in S+P C5 vs. Sensitized T_FGS_. **d**, Pie charts showing the genomic distribution of reproducible ATAC-Seq peaks identified for each T_FGS_ subset.

**Extended Data Fig. 8:**
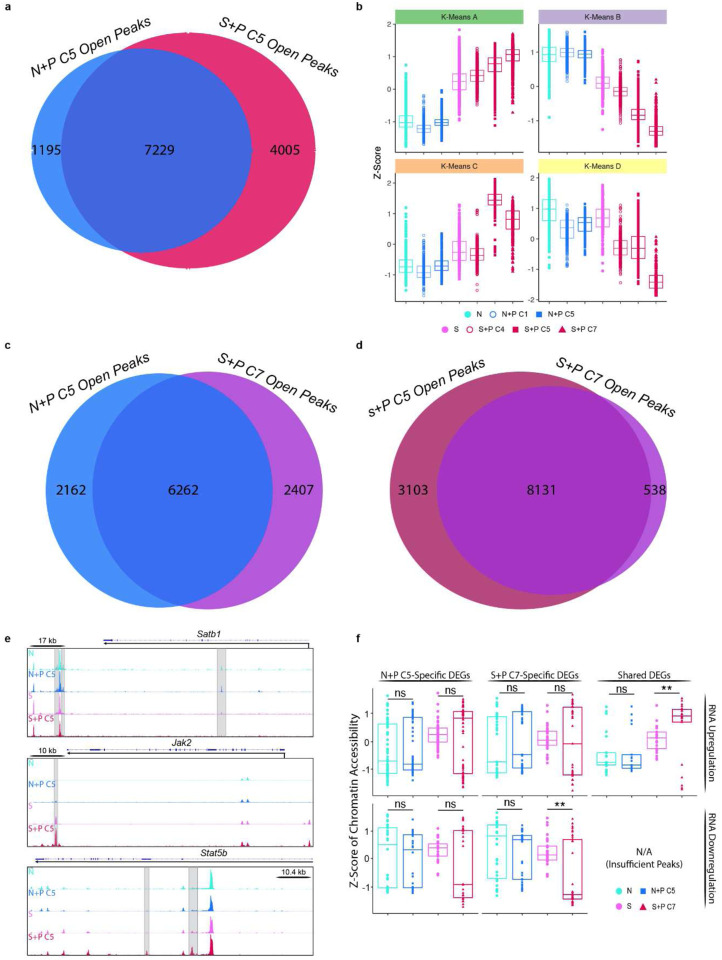
Comparison of pregnancy-induced chromatin remodeling in naive vs. memory T_FGS_. **a,** Venn diagram directly comparing the chromatin accessibility of N+P C5 vs. S+P C5. **b**, Box plots visualizing relative expression of DAPs in each K-Means cluster (K-Means A-D) identified in Fig. 5A. **c-d**, Venn diagram directly comparing the chromatin accessibility of N+P C5 vs S+P C7 (**c**), and S+P C5 and S+P C7 (**d**). **e**, Additional ATAC-Seq tracks of the Satb1 (top), Jak2 (middle), and Stat5b (bottom) loci. Peaks uniquely induced or lost in S+P C5 highlighted in gray. **f**, Box plot of chromatin accessibility (C.A.) differences at the shared pregnancy-induced DEGs (identified in Fig 3A) between N+P C5 and S+P C7.

**Extended Data Fig. 9:**
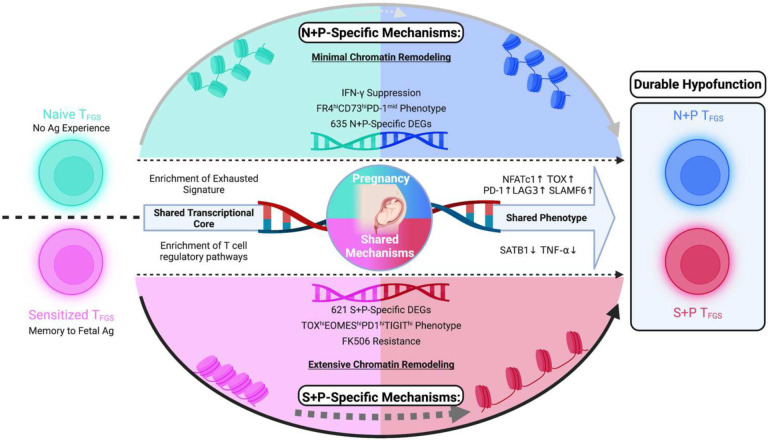
Pregnancy adaptively utilizes multiple mechanisms to induce dysfunction in memory and naive T_FGS_. Graphical abstract. Pregnancy induces a shared set of modifications in both naive and memory T_FGS_, including transcriptional exhaustion, reduced cytokine production, and T cell hypofunction. However, substantial phenotypic and transcriptional differences were observed between N+P and S+P T_FGS_, indicating that reprogramming of naive vs. memory T_FGS_ during pregnancy is mechanistically distinct. Finally, pregnancy mediates profound chromatin remodeling to induce hypofunction in memory T_FGS_, but these epigenetic modifications are not observed in naive T cells after pregnancy.

## Supplementary Material

1

## Figures and Tables

**Figure 1:**
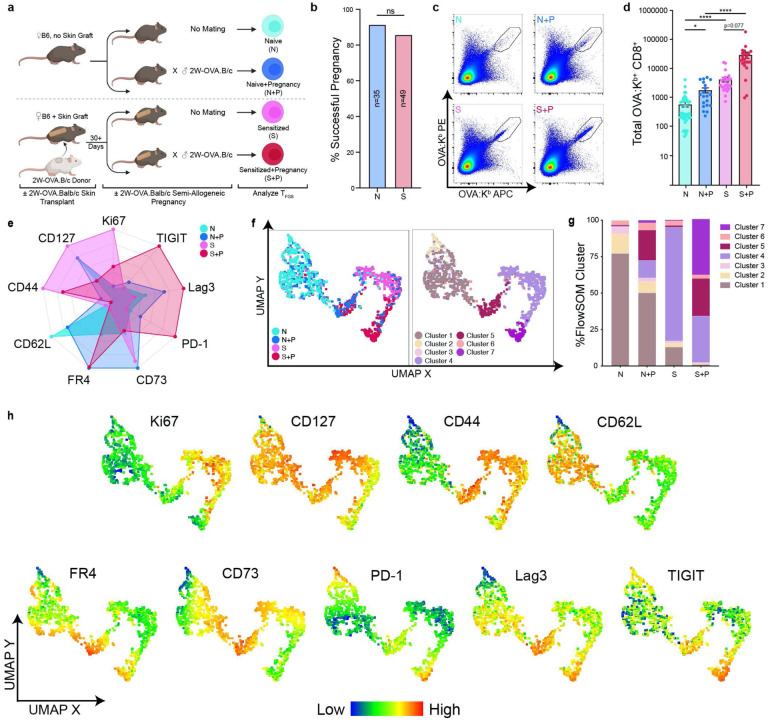
Post-partum memory T_FGS_ acquire a dysfunctional phenotype. **a**, Experimental design. Female B6 mice were mated with transgenic 2W-OVA.B/c mice, with or without sensitization to 2W-OVA.B/c via skin graft 30 days prior (S+P and N+P, respectively). Unmated mice with or without sensitization were included as controls (Sensitized and Naive, respectively). **b**, Bar graph showing percentage of Naive vs. Sensitized female mice achieving successful full-term pregnancies; *n* = 35–49 per group. Additionally, there was a 100% success rate in sensitized mice subjected to a b + second pregnancy (*n*=12) **c**, Representative pseudocolor plots showing OVA:K^b^ -specific CD8^+^ T cells (T_FGS_). **d**, Normalized total recovery of T_FGS_ cells. Data acquired from 2 or more biologically independent experiments; *n* = 20–38 per group. **e**, Radar plot showing phenotypic profile of T_FGS_ at markers of activation, memory, and coinhibition. Expression is represented as percentage of the highest-expressing group for each marker. **f**, UMAP with experimental groups (left) and FlowSOM clustering (right) reveals distinct phenotypic subsets in T_FGS_. **g**, Stacked bar graph showing FlowSOM cluster distributions for each experimental group. **h**, UMAP with heatmap overlays to show expression of each phenotypic marker on T_FGS_ at single-cell resolution. Data represent mean ± SEM. P values were determined by Kruskal-Wallis test with Dunn’s post hoc test. ns: not significant; *P<0.05; ****P<0.0001. Statistical analysis of this flow dataset can be found in Extended Data Fig. 1.

**Figure 2:**
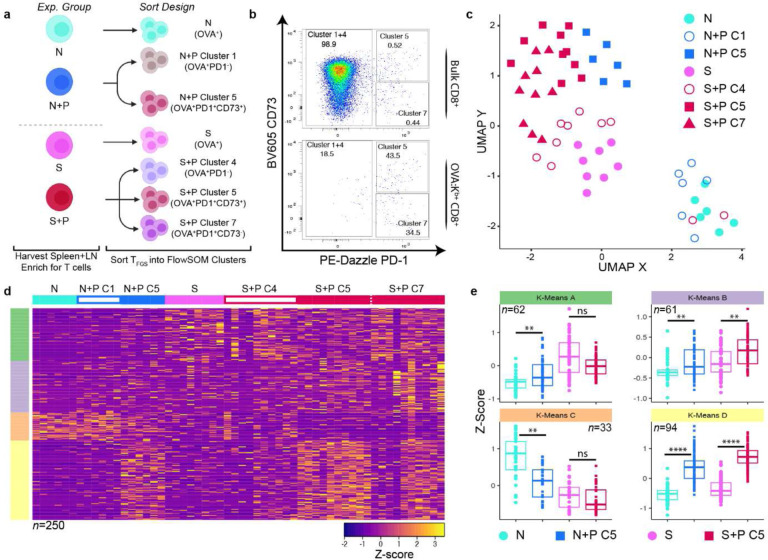
Pregnancy induces broad transcriptional modifications in memory and naive T_FGS_. **a**, Sorting strategy. T_FGS_ subsets for each experimental group were flow-sorted into their most prevalent phenotypic subsets as observed via FlowSOM in Fig. 1F. T_FGS_ were acquired and sorted from 2 biologically independent experiments; *n* = 3–5 per group, with technical replicates for each biological sample. **b**, Representative pseudocolor plots showing the distributions of Cluster 1+4, Cluster 5, and Cluster 7 within b + bulk or OVA:K -specific Sens+Preg CD8 T cells. The percentage of each cluster within T_FGS_ is comparable to the distribution of our FlowSOM analysis in Fig. 1g for each experimental group. **c**, UMAP plot comparing transcriptional profiles between sorted T_FGS_ subsets. **d**, Row-normalized RNA-seq expression of the top differentially expressed genes (*n*=250) among T_FGS_ subsets. Expression was organized into four subsets via K-means clustering, indicated by left-side color column (K-Means A-D). **e**, Box plots visualizing relative expression of DEGs in each K-Means cluster identified in (**d**). Minimum criteria for all DEGs shown in this figure was both q<0.1 and log_2_ fold-change>0.9. P values were determined by Kruskal-Wallis test with Dunn’s post hoc test (**d**). ns: not significant; **P<0.01; ****P<0.0001.

**Figure 3:**
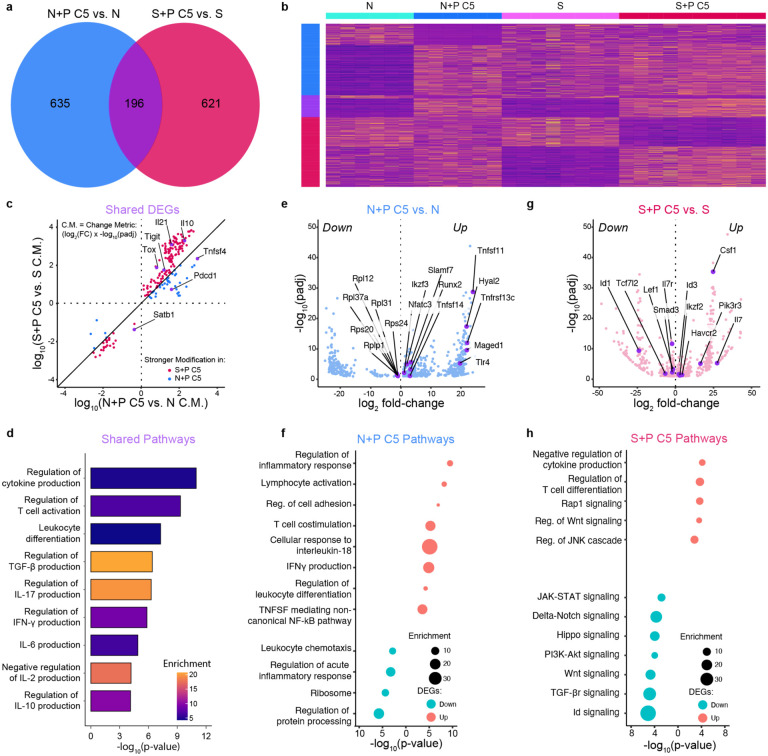
Post-partum memory and naive T_FGS_ are distinct, but share a core transcriptional signature. **a**, Venn diagram of the shared vs. unique transcriptional modifications induced in T_FGS_ by pregnancy. **b**, Row-normalized RNA-seq expression of the differentially expressed genes that are unique or shared by N+P C5 vs. N, or S+P C5 vs. S T_FGS_ subsets. **c**, Dot plot comparing relative expression of shared DEG’s between N+P C5 and S+P C5. The Change Metric (C.M.) is a single statistic that merges FDR-corrected p-value and log fold change (±log_2_(FC) × -log(FDR)). **d**, Metascape pathway analysis for shared DEG’s between N+P C5 and S+P C5 (**a**). **e-f**, Volcano plot (**e**) and Metascape pathway analysis (**f**) for DEG’s unique to N+P C5 vs. Naive T_FGS_. **gh**, Volcano plot (**g**) and Metascape pathway analysis (**h**) for DEG’s unique to S+P C5 vs. S T_FGS_.

**Figure 4:**
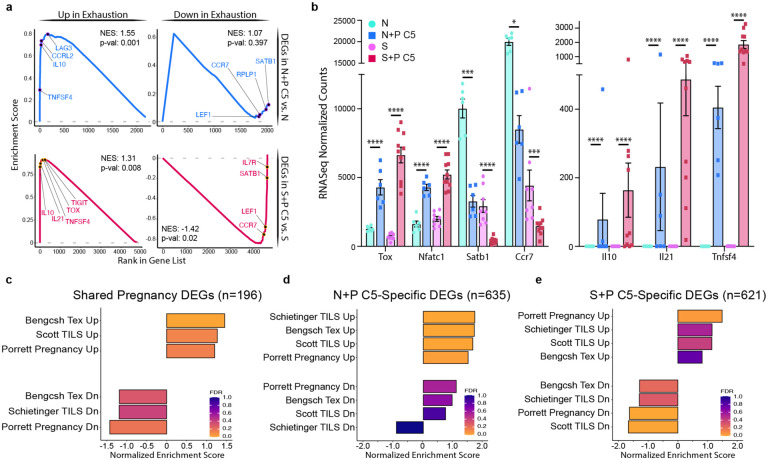
Post-partum memory and naive T_FGS_ acquire transcriptional signatures of exhaustion. **a**, GSEA curves showing enrichment of the exhausted T cell signature (chronic viral infection; Bengsch et al. 2018) in N+P C5- and S+P C5-induced transcriptional modifications. NES, Normalized Enrichment Score. **b**, Bar graphs of normalized RNA-Seq read counts for selected pregnancy-induced DEGs. **c-e**, Summary of GSEA analysis comparing shared DEGs **(c)**, unique N+P C5 vs. Naive DEGs (**d**), or unique S+P C5 vs. Sensitized DEGs (**e**) to published gene sets of exhaustion. P values were determined by Wald’s test. *P<0.05; ***P<0.001; ****P<0.0001.

**Figure 5:**
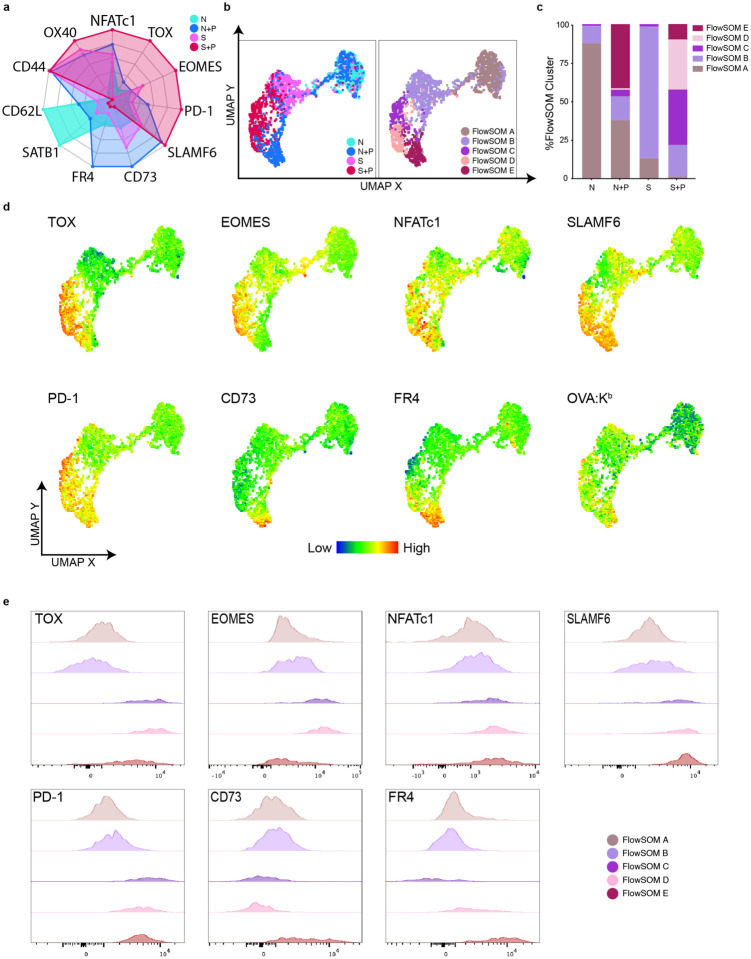
Pregnancy programs distinct and overlapping exhaustion/dysfunction profiles in memory and naive T _FGS_. **a-e**, New flow cytometry panel based on RNA-seq results confirms phenotypic exhaustion in post-partum T _FGS_. **a,** Radar plot presenting relative expression of phenotypic markers demonstrates enhanced separation between N+P and S+P T_FGS_. **b-c,** UMAP and FlowSOM reveal distinct clusters for N+P and S+P T_FGS_ driven by phenotypic differences in TOX, EOMES, FR4, and CD73. **d,** UMAP with heatmap overlays were generated to visualize phenotypic differences between T_FGS_ subsets. **e**, Histograms showing phenotypic differences between FlowSOM clusters. Flow cytometry data were acquired from 2 or more biologically independent experiments; *n* = 4–13 per group. Statistical Analysis of this flow dataset can be found in Extended Data Fig. 5.

**Figure 6:**
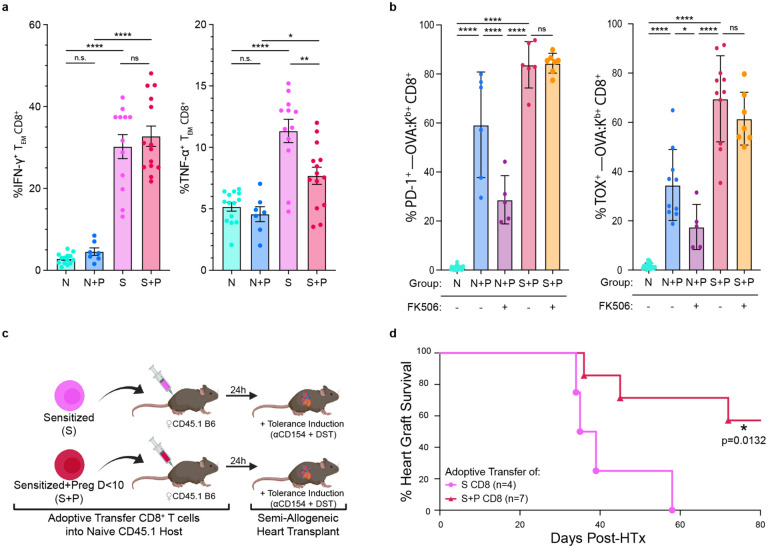
Pregnancy induces memory T_FGS_ to become hypofunctional. **a**, Bar graphs visualizing IFN-γ + (left) and TNF-α (right) production of CD 8 T_EM_ cells after overnight in-vitro stimulation with activated fetusmatched APCs. **b,** Expression levels of PD-1 (left) and TOX (right) in the presence or absence of FK506, an + inhibitor of NFAT. **c**, Experimental design for (**d**). CD8 T cells from Sensitized or S+P mice were adoptively transferred (AdTr) into naive CD45.1 B6 mice. 1 day after AdTr, these mice received allogeneic 2W-OVA.F1 (2W-OVA.B/c x B6) heart transplantation with anti-CD154+DST tolerance induction. **d**, Percentage of 2W-OVA.F1 heart graft survival among AdTr recipients; *n* = 4–7 per group. Flow cytometry data were acquired from 2 or more biologically independent experiments; *n* = 4–13 per group. Data represent mean ± SEM. P values were determined by Kruskal-Wallis test with Dunn’s post hoc test (**a**), Ordinary one-way ANOVA (**b**), and Mantel-Cox log-rank test (**d**); *P<0.05; **P<0.01; ****P<0.0001.

**Figure 6:**
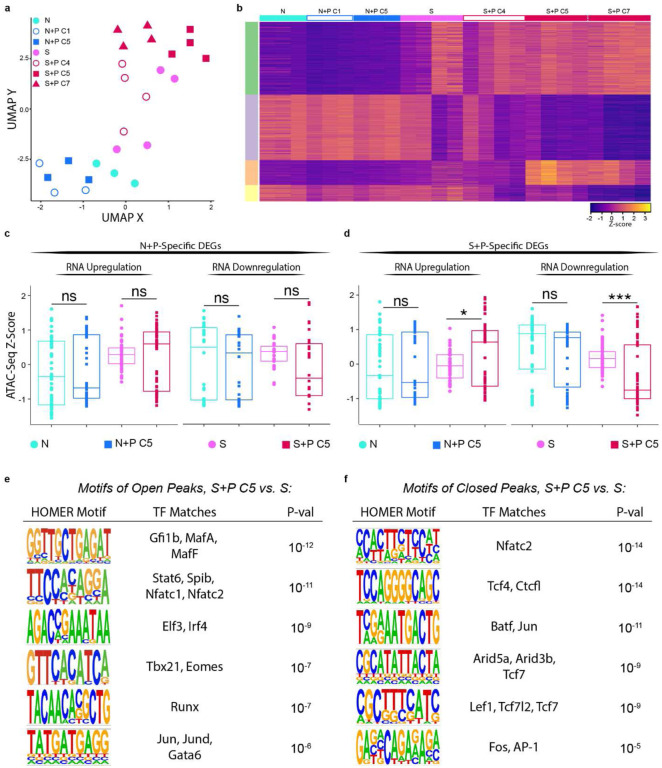
Pregnancy significantly alters the chromatin state of memory T_FGS_. **a-f,** T_FGS_ subsets were acquired and sorted for ATAC-Seq as in Fig. 2a; *n* = 3–4 per group. **a**, UMAP plot comparing global chromatin accessibility between sorted T _FGS_ subsets. **b**, Row-normalized ATAC-seq accessibility heatmap of the top differentially accessible peaks among T_FGS_ subsets, organized via K-means clustering (K-Means A-D). **c-d**, Box plots visualizing chromatin accessibility at DEGs unique to N+P C5 vs. N (**c**), or unique to S+P C5 vs. S (**d**) as identified in Fig. 3. **e-f**, HOMER de-novo analysis indicates nucleotide motifs associated with transcription factor binding that were significantly enriched in reproducible ATAC peaks opening (**e**) or closing (**f**) in S+P C5 vs. Sensitized T_FGS_. Data acquired from 2 or more biologically independent experiments. P values were determined by Welch’s t-test. ns: not significant; *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001.

**Figure 8:**
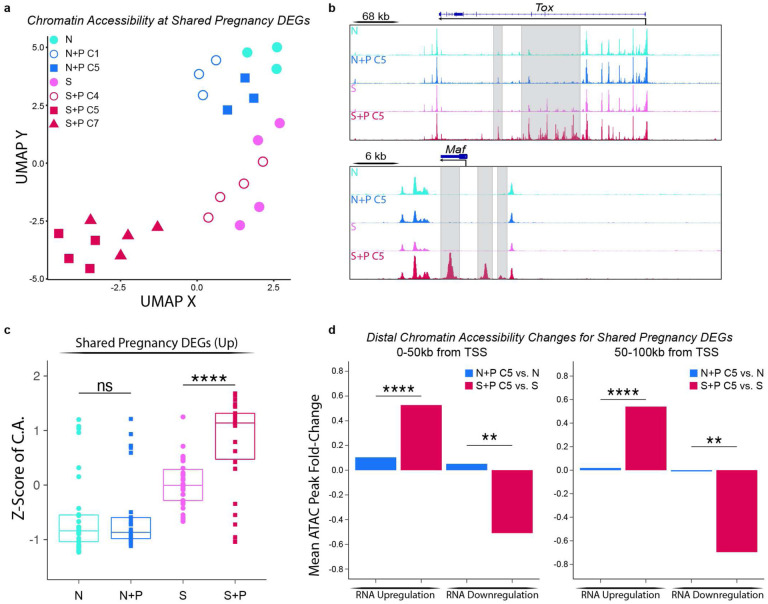
Extensive chromatin remodeling occurs at shared exhaustion-associated loci in post-partum memory T_FGS_, but not naive TFGS. **a**, UMAP plot comparing chromatin accessibility at the 196 DEGs shared by both N+P C5 and S+P C5. **b**, ATAC-Seq tracks at the Tox (top) and Maf (bottom) loci. Peaks uniquely induced in S+P C5 are highlighted in gray. **c**, Box plot of chromatin accessibility (C.A.) differences at the 196 shared pregnancy-induced DEGs. **d**, Bar plots visualizing the mean fold-change of distal ATAC-seq peaks within 0–50kb (left) or 50–100kb (right) of the TSS of shared pregnancy-induced DEGs. Fold-changes of peak accessibility are shown as N+P C5 vs. Naive (blue) or S+P C5 vs. Sensitized (red). Data acquired from 2 or more biologically independent experiments. P values were determined by Welch’s t-test. ns: not significant; **P<0.01; ****P<0.0001.

## Data Availability

The RNA-seq and ATAC-seq data have been deposited as a SuperSeries in the Gene Expression Omnibus (Accession code GSE216302). Additional information and materials will be made available upon request.

# Supplementary material for: Pregnancy programs epigenetic and transcriptional exhaustion in memory CD8+ T cells
**Source:** Res Sq. 2023 Apr 5:rs.3.rs-2196637. Preprint. [Version 1] doi: 10.21203/rs.3.rs-2196637/v1
**Supplement:** 1

| Panel 1         |           |  | Panel 2          |           |
|-----------------|-----------|--|------------------|-----------|
| Fluorophore     | Marker    |  | Fluorophore      | Marker    |
| BUV395          | CD90.2    |  | BUV395           | CD90.2    |
| BUV496          | CD4       |  | Live/Dead Blue   | Live/Dead |
| BUV661          | Dump      |  | BUV496           | CD4       |
| BUV737          | CD127     |  | BUV661           | Dump      |
| BUV805          | CD8       |  | BUV737           | CD44      |
| BV421           | FR4       |  | BUV805           | CD8       |
| BV450 (PacBlue) | Ki67      |  | BV421            | FR4       |
| BV510           | CD62L     |  | BV450 (PacBlue)  | SLAMF6    |
| BV605           | CD73      |  | BV510            | CD62L     |
| BV785           | LAG3      |  | BV605            | CD73      |
| FITC            | CD44      |  | BV650            | RORyT     |
| AlexaFluor 532  | FOXP3     |  | BV711            | OX40      |
| PerCP-Cy5.5     | TIM3      |  | SB780            | PD-1      |
| PE              | OVA:Kb    |  | AF488            | NFATc1    |
| PE-Dazzle       | PD-1      |  | AlexaFluor 532   | FOXP3     |
| Pe-Cy7          | TIGIT     |  | PerCP-e710       | EOMES     |
| APC             | OVA:Kb    |  | PE               | OVA:Kb    |
| APC-R700        | CTLA4     |  | AF594            | SATB1     |
| Live/Dead NIR   | Live/Dead |  | Pe-Cy7           | Ox40L     |
|                 |           |  | APC              | OVA:Kb    |
|                 |           |  | eFluor660        | TOX       |
|                 |           |  | AF680            | CD30L     |
|                 |           |  | APC-Cy (Fire750) | TIM3      |

**Supplementary Table 1: List of markers used in the two spectral flow cytometry panels used in this study.**

1  
2  
3  
4

How the deposited data were processed for this re-analysis (not part of the article)

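RNA-Seq was done on OVA:Kb-specific CD8 T cells (T_FGS_) sorted from Naive, Sensitized, naive post-partum (N+P C1, N+P C5) and sensitized post-partum (S+P C4, S+P C5, S+P C7) mice. The authors deposited raw counts per gene and library, without normalization. To make them, the authors trimmed reads with Cutadapt, aligned read pairs with STAR to GRCm39, removed reads that mapped to several places and counted the rest with featureCounts. The strand option of the counting and the annotation release are not named in the paper's text. Genes were placed on GRCm39 with the GENCODE mouse release M39 annotation, which held 54749 of the 55359 genes in the table.

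The 56 libraries had 6636532 to 32625243 counts. Counts without molecular identifiers are not independent molecules, so the floor of 3 counts and the Wilson interval of 95% cover counting error only. The technical libraries of a mouse and subset were summed. A library that appears in Naive and in S+P C4 with the same counts was left out of both groups. A nearly identical pair of libraries of S+P C7 replicates 1 and 2 was averaged and used as 1 sample. Both steps, and the alternatives to them, were decided after the data had been seen, and the design set before then had 31 samples where 30 were used.

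Differential expression was tested with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10, robust quasi-likelihood fit of all 7 groups, two-sided test) and Benjamini-Hochberg adjustment over the 19657 genes tested. Genes had to have an adjusted p under 0.1 and an absolute log2 fold change above 0.9, the thresholds in the paper's methods. Ribosomal protein genes were taken by symbol (85 in the table, 84 tested) and tested as a set with camera on the edgeR fit. Exact permutation tests compared their mean per mouse. Principal components were computed on the 500 most variable genes after DESeq2's variance stabilization. DESeq2 1.42.0, limma 3.58.1 and data.table 1.17.8 were used in R 4.3.3. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

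Genes were named by a rule. It took every gene that the paper names in the text or figures of its RNA-Seq results, 67 in all. For N+P C5 against Naive and S+P C5 against Sensitized it added, in each direction, the 5 genes with the smallest adjusted p among those past both thresholds whose samples do not overlap between the groups. For every other contrast it added the 3 such genes in each direction. *Gm4956* in S+P C7 against Sensitized, *Itgb1* and *Ttc39c* for the interaction and *Trgc1*, *Trgc3* and *Trgc4* were named after their values had been seen. The genes in the tests of sex and of other cells were also chosen after values had been seen.

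Replicate numbers come from the sample labels, which number the mice of each group. Subsets of 1 group of mice with the same number were taken to come from 1 mouse. Samples with the same number in groups from different mice are different animals. A fit with the replicate number as a block was run as an alternative. The other alternatives were DESeq2 on summed or on separate libraries, edgeR on separate libraries, RLE or library size in place of TMM, no filter or a mean of at least 10 CPM, only the groups compared in the fit, an FDR under 0.05, no minimum fold change, and leaving out each mouse in turn. 5 more were added later. They kept all 56 columns with edgeR or with DESeq2, kept the identical library as Naive or as S+P C4, or left out the 3 samples with under 9000 detected genes.

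The pipeline was tested on simulated summed samples drawn with the depth of the real ones, with 200 genes changed. Each gene had the same mean before any change, and the same dispersion from edgeR, in all groups. edgeR found 26 of them with the samples of N+P C5 and Naive, and 73 with those of S+P C5 and Sensitized. It called 0 genes in a comparison drawn without change, and 3 of its 76 calls with S+P C5 and Sensitized were unchanged genes. All 26 genes called as shared had been changed. DESeq2 called 643 genes with S+P C5 and Sensitized, and 509 of them (79.2%) were unchanged genes. As the counts follow edgeR's own dispersions, the simulation may favour edgeR. This share is no estimate of false calls by DESeq2 in the real counts. For a set of 80 genes shifted by 1 on the log2 scale camera gave p = 1.09e-12, and p = 0.567 without the shift. The genes were drawn independently, so this does not test camera on genes that vary together between mice.

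Pathway, Gene Set Enrichment and UMAP results were not analysed here, nor were flow cytometry and ATAC-Seq. Published exhaustion gene sets were not used here. Results for some genes are not reported here.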

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

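Of the tests in this part, that on N+P C1 was chosen after the result was seen, and 3 of the genes summed in the test on *Trgc2* were named after their values had been seen. Where groups share replicate numbers, the real split of the mice was compared only with splits that part as many same-numbered samples. The other splits place same-numbered samples in 1 group and were not fitted.

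In 12 of 84 groups of 4 to 6 samples, 1 sample lay further from the rest than Dixon's 95% critical value allows, where chance gives about 4.2. S+P C5 replicate 2 had 1530.3 CPM of *Ifi27l2a* against 613 to 802 in the other mice, and 2785 CPM of *Rplp1* against 591 to 1275. S+P C5 replicate 3 had 332 CPM of *Nfat5* against 76.7 to 139.9, replicate 5 2.39 CPM of *Il7* against 0 to 0.129, and replicate 6 723 CPM of *Tcf7* against 410.0 to 514. Among Sensitized mice, replicate 3 had 39 CPM of *Nfat5* against 24.6 to 25.6 and 2.12 CPM of *Il7* against 0 to 0. Sensitized replicate 4 had 93.0 CPM of *Smad3* against 65.1 to 65.5, and replicate 2 9.00 CPM of *Tcf7l2* against 0 to 0.0911. S+P C4 replicate 2 had 1374 CPM of *Trgc2* against 0.298 to 75.2. S+P C7 replicate 6 had 748 CPM of *Trgc2* against 56.5 to 151, and replicate 1, which includes the averaged pair of libraries, 64.3 CPM of *Satb1* against 8.15 to 20.8.

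Of these 12 values, 4 (33.3%) came from samples with 1 library, and 6 of 21 samples (28.6%) had 1 library. In the 8 values from samples with 2 libraries, 3 had a library that lay within the range of the other mice, both values of *Il7* and that of *Tcf7l2*. Amplification of few molecules in 1 library may explain these 3, while both libraries were high in the other 5. A single library thus does not account for these 5, and an effect of single mice stays open for them. The 4 values from 1 library cannot be told apart from an effect of single libraries or mice. No biological explanation was tested, since the design gives none for a single mouse.

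Genes past both thresholds in N+P C5 against Naive that the paper does not discuss include *Itgb1* (log2 fold change 4.59), *S100a6* (4.53), *Bhlhe40* (10.81), *Ttc39c* (12.56, against a group at the floor) and *Endod1* (9.55). All 8 genes called in N+P C5 were also called in Sensitized against Naive. Use of the same Naive samples in both comparisons might cause this. However, 30 of the 30 genes higher in Sensitized had a higher mean in N+P C5 than in N+P C1, 26 of them in all 3 mice, with a median difference of 1.53 on the log2 scale. In the same genes, 28 of 30 were also higher in N+P C1 than in Naive, with a median of 1.20 where N+P C5 minus Naive had 2.88, so the shared Naive samples may account for a part. In 1 of 4 splits of the 6 Naive and N+P C5 samples as many genes were called, the real split, and the others called 0. With so few splits the share cannot fall under 0.05, so these splits leave a grouping of the mice by chance open. As a hypothesis, N+P C5 T_FGS_ may gain part of the expression program of Sensitized T_FGS_.

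In S+P C5 against Sensitized, genes past both thresholds that the paper does not discuss include *Ifi27l2a* (log2 fold change 2.19), *Trgc2* (12.02), *Gm4956* (11.66), *Tbc1d4* (4.68), *Gm43698* (-11.75) and *Txk* (-1.89). *Trgc2* and *Gm4956* were at the floor in Sensitized and *Gm43698* in S+P C5, which leaves the size of these changes open. 1 of 16 splits called as many genes as the real one, itself, and the other 15 called 0. With 16 splits, a limit set by the choice of splits, the share cannot be under 0.05, so they leave open a grouping of mice by chance. *Trgc2* has paralogs that could share its reads. The sum over 4 *Trgc* genes was larger than in every Sensitized mouse in 6 of 6 S+P C5 mice, with 79.9 to 453 CPM by library size alone, without TMM, against 0 to 14.3, so a shift of reads between these genes does not account for it. *Ifi27l2a* and *Gm43698* overlap other genes, and the strand of their reads was not tested.

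The change to the sorted C5 subset after pregnancy differed between memory and naive T_FGS_ for some genes in the interaction test. They include *S100a6* (log2 difference -4.64, adjusted p = 0.00295 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Bhlhe40* (-10.28, adjusted p = 0.0529) and *Klrk1* (-3.50, adjusted p = 0.0529). In each gene all 3 N+P C5 mice were above all 3 Naive mice. 7 of 40 splits drawn for both comparisons called at least 5 genes for the interaction, and 1 of them called 74. All 7 kept Naive and N+P C5 samples apart, in the real or the mirrored order, and so carry the change under test. The count is therefore no test of a grouping of mice by chance, which stays open.

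For 84 ribosomal protein genes the interaction had a median log2 difference of 0.60, positive in 79 genes. The median of all genes was -0.06 in the same test. 10 of 40 splits gave a median difference as far from 0, and the splits other than the real one ran from -1.03 to 0.81. Of those 10, 9 kept Naive and N+P C5 samples apart in the real or the mirrored order, so this count does not test a grouping of mice by chance either. Between N+P C5 and Naive, 1 of 4 splits, the real one, gave a median as far from 0, and the others gave -0.39 to 0.23. With 4 splits the share cannot be under 0.05. Between S+P C5 and Sensitized, 6 of 16 splits gave a median as far from 0. Transcript length, GC content and expression level may shift such genes together. 201 other protein-coding genes, the nearest in all 3, had a median of -0.0862 between N+P C5 and Naive, where ribosomal protein genes had -0.77. Their median log2 CPM was 8.73 against 9.73, so expression level was matched only in part and is not ruled out. N+P C1, taken to come from the same mice, showed 31.8% of the N+P C5 difference from Naive in mean log2 CPM, so a change common to both subsets accounts for a part of it at most. With library size in place of TMM the interaction was 0.49.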

How the results depend on the processing

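The fit, its thresholds and the other alternatives were chosen before the data were examined. Leaving out the identical library from both groups and averaging the nearly identical pair were decided after the data had been seen. 5 alternatives were chosen after the data had been seen: all 56 columns with edgeR, all 56 columns with DESeq2, the identical library kept as Naive or as S+P C4, and the 3 samples with few detected genes left out. Counts in this part are genes past both thresholds unless stated otherwise, and for each change the cause was not tested except where a test is given.

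DESeq2 on summed libraries gave 998 for N+P C5 vs Naive, 979 for S+P C5 vs Sensitized, 1078 for Sensitized vs Naive, 745 for N+P C1 vs Naive, 911 for S+P C4 vs Sensitized, 757 for S+P C5 vs N+P C5, 551 for S+P C7 vs S+P C5, 744 for S+P C7 vs Sensitized and 820 for the interaction, with 199 shared. DESeq2 on separate technical libraries gave 970 for N+P C5 vs Naive, 949 for S+P C5 vs Sensitized, 979 for Sensitized vs Naive, 621 for N+P C1 vs Naive, 793 for S+P C4 vs Sensitized, 539 for S+P C5 vs N+P C5, 382 for S+P C7 vs S+P C5, 838 for S+P C7 vs Sensitized and 830 for the interaction, with 221 shared. With DESeq2 on all 56 columns there were 983 for N+P C5 vs Naive, 974 for S+P C5 vs Sensitized, 1004 for Sensitized vs Naive, 629 for N+P C1 vs Naive, 764 for S+P C4 vs Sensitized, 584 for S+P C5 vs N+P C5, 453 for S+P C7 vs S+P C5, 916 for S+P C7 vs Sensitized and 872 for the interaction, with 212 shared. edgeR on separate technical libraries, which counts libraries of a mouse as independent, gave 103 for N+P C5 vs Naive, 2679 for S+P C5 vs Sensitized, 169 for Sensitized vs Naive, 9 for N+P C1 vs Naive, 2224 for S+P C4 vs Sensitized, 57 for S+P C5 vs N+P C5, 2269 for S+P C7 vs S+P C5, 1856 for S+P C7 vs Sensitized and 469 for the interaction, with 34 shared.

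A fit of only the groups compared gave 95 for N+P C5 vs Naive, 124 for S+P C5 vs Sensitized, 104 for Sensitized vs Naive, 0 for S+P C4 vs Sensitized, 2 for S+P C5 vs N+P C5 and 31 for the interaction, with 24 shared. Leaving out the 3 samples with few detected genes gave 118 for N+P C5 vs Naive, 199 for S+P C5 vs Sensitized, 152 for Sensitized vs Naive, 19 for N+P C1 vs Naive, 4 for S+P C4 vs Sensitized, 16 for S+P C5 vs N+P C5, 64 for S+P C7 vs Sensitized and 27 for the interaction, with 35 shared. Without a filter on low counts there were 14 for N+P C5 vs Naive, 7 for S+P C5 vs Sensitized, 14 for Sensitized vs Naive, 2 for S+P C5 vs N+P C5, 5 for S+P C7 vs S+P C5, 3 for S+P C7 vs Sensitized and 2 for the interaction, and 5 of 7 calls in S+P C5 vs Sensitized were higher, where the fit with the filter had 6 of 14. Genes with a mean of at least 10 CPM gave 24 for N+P C5 vs Naive, 26 for S+P C5 vs Sensitized, 3 for S+P C5 vs N+P C5 and 9 for the interaction.

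Library size in place of TMM gave 13 for N+P C5 vs Naive and 2 for S+P C5 vs N+P C5. It moved the median log2 fold change of all genes from 0.04 to 0.18 for Sensitized vs Naive and from -0.06 to -0.18 for the interaction. An FDR under 0.05 left 5 for N+P C5 vs Naive, 8 for S+P C5 vs Sensitized, 3 for S+P C7 vs Sensitized and 1 for the interaction. With RLE normalization, and with no minimum fold change, no count of genes moved by more than 1.5 times. The identical library kept as Naive replicate 1 gave 5 for N+P C5 vs Naive, 17 for Sensitized vs Naive and 1 for the interaction, and kept as S+P C4 replicate 1 it gave 1 for S+P C5 vs N+P C5. All 56 columns with edgeR gave 5 for N+P C5 vs Naive and 1 for the interaction.

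With the replicate number as a block in a fit of the groups compared, there were 4 for Sensitized vs Naive, 1 for N+P C1 vs Naive, 0 for S+P C4 vs Sensitized, 1 for S+P C7 vs S+P C5, 1 for S+P C7 vs Sensitized and 11 for the interaction. N+P C5 vs Naive had 11 and S+P C5 vs Sensitized 14, 12 of them higher. S+P C5 vs N+P C5 had 0 (429 at an unadjusted p under 0.05), and S+P C4 vs Sensitized 0 (325). Outside S+P C7 vs S+P C5, same-numbered samples barely deviated together across genes, with a mean r of 0.0102 for N+P C5 and Naive, 0.0411 for S+P C5 and Sensitized, 0.0408 for Sensitized and Naive, 0.0247 for N+P C1 and Naive, 0.0728 for S+P C4 and Sensitized, 0.0161 for S+P C5 and N+P C5, and 0.0192 for S+P C7 and Sensitized. Under the block, ribosomal protein genes had a median log2 fold change of -0.0774 in S+P C5 (p = 0.229 from camera), of -0.76 in N+P C5 and of 0.72 for the interaction. The share of genes with the larger Change Metric in S+P C5 was 28.0% with the block. It was 69.1% in a fit of only the groups compared without the block, and 96.4% in the fit of all groups.

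Across the fits that each left out one mouse, counts ran from 2 to 9 for N+P C5 vs Naive (6 fits), from 4 to 16 for S+P C5 vs Sensitized (10 fits), from 14 to 25 for Sensitized vs Naive (7 fits) and from 0 to 1 for N+P C1 vs Naive (6 fits). They ran from 0 to 1 for S+P C4 vs Sensitized (10 fits), from 0 to 1 for S+P C5 vs N+P C5 (9 fits), from 0 to 1 for S+P C7 vs S+P C5 (11 fits), from 1 to 7 for S+P C7 vs Sensitized (9 fits) and from 1 to 6 for the interaction (16 fits). Shared genes numbered 0 in all 16 such fits, as without leaving out a mouse. Genes with an unadjusted p under 0.05 and the same direction in both comparisons ran from 142 to 240 in these fits, against 247 with all mice. The ribosomal median ran from -0.87 to -0.68 in N+P C5, from -0.33 to -0.0543 in S+P C5 and from 0.47 to 0.70 for the interaction.

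By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, calls that passed the thresholds in every fit without one mouse were *Itgb1* and *S100a6* in N+P C5 vs Naive, *Klrk1*, *S100a6* and *Ccl5* in Sensitized vs Naive, *Tox*, *Ifngr1* and *Ifi27l2a* in S+P C5 vs Sensitized, *Il7r* in S+P C7 vs Sensitized and *S100a6* for the interaction. *Il2rb* in Sensitized vs Naive and *Tigit* in S+P C5 vs Sensitized passed in 0 of these fits. The others passed in some. In N+P C5 vs Naive, *Bhlhe40* passed in 3 of 6 fits, *Endod1* in 2 of 6 and *Ttc39c* in 2 of 6. In Sensitized vs Naive, *Ifng* passed in 1 of 7. In S+P C5 vs Sensitized, *Gm43698* and *Trgc2* passed in 7 of 10, *Gm4956* and *Satb1* in 6 of 10, *Il7r* and *Txk* in 2 of 10 and *Tbc1d4* in 1 of 10. In S+P C7 vs Sensitized, *Tox* and *Trgc2* passed in 5 of 9, and *Emb* and *Satb1* in 1 of 9. *Trgc2* in S+P C4 vs Sensitized passed in 6 of 10. For the interaction, *Bhlhe40* passed in 6 of 16 and *Klrk1* in 5 of 16.

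Signs changed for few values. For Rplp1, S+P C5 vs Sensitized, the log2 fold change (-0.05) was 0.0184 with library size, 0.11 with the replicate block and from -0.37 to 0.11 with one mouse left out. That of *Tcf7l2* (-5.46) ran from -6.01 to 0.31 with one mouse left out. For Il7, S+P C5 vs Sensitized, it (-0.33) was 17.16 with DESeq2 on separate libraries, 17.34 with DESeq2 with all 56 columns as separate samples and from -4.12 to 6.80 with one mouse left out. The interaction of *Tnfsf4* (-0.14) was 0.61 with edgeR on separate libraries and from -0.54 to 0.35 with one mouse left out. The Change Metric of *Pdcd1* in S+P C5 minus that in N+P C5 (-1.52) was 0.189 with all 56 columns, 0.264 with the identical library kept as Naive and from -1.82 to 1.19 with one mouse left out. For *Tnfsf4* this difference (6.66) was -531 with DESeq2 on summed libraries, -1005 on separate libraries and -1179 on all 56 columns.

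Among all values for single genes and measures under the alternatives, 907 kept their direction and their side of the thresholds, 197 passed the thresholds only under the alternative, 51 no longer passed them and 10 moved beyond their interval or spread. With one mouse left out, 591 of these values kept both and 125 no longer passed.

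Simulated data were drawn with the same edgeR dispersion per gene in all groups. In them edgeR called 0 of 100 genes changed by 2 on the log2 scale with 3 mice against 3. With 6 against 4 it called 9 of 100. Of 100 genes changed by 5, it called 26 and 64.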

Differences from the paper's values

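The paper states a sequencing depth of 55 (in 1e+06 paired reads per sample), and the deposited counts averaged 18.5 in 1e+06 counts per library. The former are reads sequenced and the latter reads left after trimming, mapping to 1 place and assignment to genes, so the 2 are different quantities. No alternative changes this value.

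The paper made its calls with DESeq2, while counts given as found here are from edgeR's quasi-likelihood test. The thresholds are thus alike but the tests are not. Between N+P C5 and Naive the paper reports 831 DEGs, and 8 genes were past its thresholds here. The paper reports 817 DEGs between S+P C5 and Sensitized, and 14 were past them here. Its text could also be read as counting genes of 1 comparison alone. The figures give about 640 DEGs in N+P C5 only and about 620 in S+P C5 only (Fig. 3a, read by eye), against 8 and 14 here. In the paper 196 DEGs were shared, 168 higher and 28 lower, and here 0 were, 0 higher and 0 lower, with 247 genes at an unadjusted p under 0.05 and in the same direction in both comparisons. Extended Data Fig. 3b shows about 870 DEGs for S+P C5 against Sensitized, about 820 for S+P C7 against Sensitized and about 500 in both (read by eye), where 14, 6 and 5 were found here.

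2 of the alternatives set before the data were examined, both with DESeq2 as in the paper, came within 1.5 times of these counts. DESeq2 on separate technical libraries gave 970 and 949 DEGs, 221 shared (181 higher and 40 lower), 685 and 664 in 1 comparison only, 838 for S+P C7 against Sensitized and 525 in both S+P subsets. DESeq2 on summed libraries gave 998 and 979 DEGs, 199 shared (140 higher), 699 and 680 in 1 comparison only, 744 for S+P C7 and 487 in both S+P subsets, but its 59 lower shared genes differ from the paper's 28. None of the other alternatives set before the data were examined came within 1.5 times of any of these counts. DESeq2 on all 56 columns, which was chosen after seeing the values, gave 983 and 974 DEGs, 212 shared (171 higher and 41 lower), 688 and 679 in 1 comparison only, 916 for S+P C7 and 556 in both S+P subsets.

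The paper lists *Tox*, *Lag3*, *Tigit*, *Nfatc1*, *Nfat5*, *Tnfsf4*, *Ctla4*, *Pdcd1*, *Il21*, *Il10* and *Satb1* as shared DEGs. In N+P C5 against Naive 0 of the 11 passed its thresholds here, against 11 with DESeq2 on separate libraries, 9 with DESeq2 on summed libraries, 6 with edgeR on separate libraries and 8 with only the groups compared, and 1, *Lag3*, with the replicate block. In S+P C5 against Sensitized 3 passed, against 11 with DESeq2 on separate libraries, 10 with DESeq2 on summed libraries, 11 with edgeR on separate libraries and 9 with only the groups compared, 5 with a mean of at least 10 CPM and 4 with the replicate block. Without a filter *Tigit* and *Tnfsf4* passed. Chosen after seeing the values, 2 more settings gave 11 with DESeq2 on all 56 columns and 7 with the samples of few detected genes left out in N+P C5, and 11 with DESeq2 on all 56 columns and 10 with the samples of few detected genes left out in S+P C5.

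Of 16 genes drawn as DEGs in Fig. 3e, 0 passed here, against 15 with DESeq2 on separate libraries, 8 with DESeq2 on summed libraries, 3 with edgeR on separate libraries and 5 with only the groups compared. Settings chosen after seeing the values gave 16 with DESeq2 on all 56 columns and 3 with the samples of few detected genes left out. Of 11 in Fig. 3g, 1 passed, against 11 with DESeq2 on separate libraries, 4 with DESeq2 on summed libraries, 9 with edgeR on separate libraries and 3 with only the groups compared, and settings chosen after seeing the values gave 11 with DESeq2 on all 56 columns and 3 with the samples of few detected genes left out. Without a filter 0 of these 11 passed. Of 12 in Extended Data Fig. 2c, 2 passed, against 12 with DESeq2 on separate libraries, 10 with DESeq2 on summed libraries, 8 with edgeR on separate libraries and 3 with only the groups compared. Without a filter, and with the replicate block, 0 of these 12 passed. Settings chosen after seeing the values gave 12 with DESeq2 on all 56 columns and 4 with the samples of few detected genes left out. They gave 0 with edgeR on all 56 columns, 0 with the identical library kept as Naive and 1 with it kept as S+P C4.

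Of 13 in Extended Data Fig. 3c, 0 passed, against 10 with DESeq2 on separate libraries, 6 with DESeq2 on summed libraries, 13 with edgeR on separate libraries and 0 with only the groups compared, and 1, *Ccl5*, with the replicate block. Those chosen after seeing the values gave 13 with DESeq2 on all 56 columns and 0 with the samples of few detected genes left out. Of the 5 genes that Extended Data Fig. 4a names for N+P C5, 0 passed, against 5 with DESeq2 on separate libraries, 5 with DESeq2 on summed libraries, 2 with edgeR on separate libraries and 2 with only the groups compared. Of the 9 for S+P C5, 2 passed, against 9 with DESeq2 on separate libraries, 8 with DESeq2 on summed libraries, 9 with edgeR on separate libraries and 3 with only the groups compared. Without a filter 0 of these 9 passed, and with the replicate block 1. Settings chosen after seeing the values gave 5 with DESeq2 on all 56 columns and 2 with the samples of few detected genes left out for the former, and 9 with DESeq2 on all 56 columns and 5 with the samples of few detected genes left out for the latter.

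Fig. 3g draws *Il7* as higher in S+P C5. For Il7, S+P C5 vs Sensitized, the log2 fold change here was -0.33, with 17.16 under DESeq2 on separate libraries and 17.34 under DESeq2 with all 56 columns as separate samples, a setting chosen after seeing the values. Without Sensitized replicate 3 it was 6.80. Fig. 3c places *Tnfsf4* among genes with the larger Change Metric in N+P C5, while here it was 11.2 in S+P C5 and 4.58 in N+P C5. DESeq2 gave the order of Fig. 3c, with 646 in N+P C5 and 115 in S+P C5 on summed libraries and 1255 and 250 on separate ones, as it did on all 56 columns, a setting chosen after seeing the values. In S+P C5 against Sensitized the paper observed neither enrichment of the ribosome pathway nor differential expression of its genes. Here 57 of 84 were lower, with a median log2 fold change of -0.17 (adjusted p = 0.00102 from camera in edgeR), while no single gene passed the thresholds, as in the paper, and 7 had an unadjusted p under 0.05. The difference between mice had p = 0.352 (two-sided exact permutation test), and without S+P C5 replicate 6 camera gave p = 0.169, so a fall of the whole set is not established.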

Other observations

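In this part, the tests on DESeq2's calls at the floor and on counts without change, on leaving out samples with few detected genes, on Y-linked counts and on markers of other cells were chosen only after the results were seen.

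DESeq2 called many more genes than edgeR on the same counts. Of its calls on separate technical libraries, 75.7% in N+P C5 against Naive and 63.4% in S+P C5 against Sensitized had no more than 3 counts in every library of 1 group. On counts drawn without any change between Sensitized and Naive, DESeq2 called 689 genes and edgeR 0. These counts were drawn as summed samples with the same edgeR dispersion per gene in all groups. They thus do not give the share of false calls on separate libraries. Genes found in some mice and at the floor in others may thus account for a part of the difference between the 2 tests. In other splits of the mice, DESeq2 on separate libraries called 581 to 621 genes where the real split of N+P C5 and Naive gave 970 (1 of 4 splits as large). It called 406 to 867 where that of S+P C5 and Sensitized gave 949 (1 of 12). With 4 and 12 splits, numbers set by the choice of splits and for the 12 by computing time, the share cannot be under 0.05, so they leave open a grouping of mice by chance.

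Few genes were called by edgeR in the fit of all groups. A candidate explanation is spread added by the 3 samples with few detected genes, which belong to other groups. Without them, 118 genes passed in N+P C5 against Naive and 199 in S+P C5 against Sensitized, where 8 and 14 passed with them. These samples were singled out by their number of detected genes, not by a condition.

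Other splits of the mice were fitted for the remaining comparisons, again only those that part as many same-numbered samples. For Sensitized against Naive 1 of 8 splits called as many genes, and the others called 0. For S+P C4 against Sensitized 3 of 16 called as many, up to 2. For N+P C1 against Naive 3 of 4 had as many genes at an unadjusted p under 0.05, with 613 to 720 in the splits other than the real one, against 634. For S+P C5 against N+P C5 2 of 8 did, with 937 to 1301 against 1155 in the real one. In these 4 comparisons the splits are too few for a share under 0.05. For S+P C7 against S+P C5 2 of 32 did, with 1334 to 2502 against 2500. For S+P C7 against Sensitized 1 of 24 called 6 genes, the real split, and the others called up to 2. For genes with an unadjusted p under 0.05 and 1 direction in both pregnancy comparisons, 1 of 40 splits gave 247, the real one, and the others gave 45 to 159.

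S+P C4 replicates 2 and 3 and S+P C7 replicate 3 had fewer detected genes than all other samples. Sequencing depth could cause this. At an equal depth of 6600000 counts, these 3 libraries had at most 6934 genes and the other 50 libraries 10615 to 24248 (median 12924), so depth does not account for it. RNA amount and quality were not tested.

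Markers of other cells stood out in S+P C7 replicate 3. Its sums were 16703 CPM (by library size alone, without TMM) for B and plasma cell genes, 19328 for erythroid genes and 11774 for myeloid genes, where the highest of the other 29 samples had 2245, 271 and 425. For 3 of 3 cell types this sample was the highest of 30, in line with RNA from other cells in it. As a hypothesis, such RNA may have been carried into this library.

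*Xist* had 7 and 0 counts in the 2 libraries of Naive replicate 2, and 175 to 2559 CPM (also without TMM) in the other 29 samples. A male mouse would show Y-linked genes, of which 4 had 0 counts in this sample. A single X chromosome would lower genes that escape X inactivation, and 2 of the 8 other Naive, N+P C1 and N+P C5 samples had a lower mean of 4 such genes. The first value went against a male mouse, the second cannot exclude a single X chromosome, and the cause remains open.

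A library of Naive replicate 1 and 1 of S+P C4 replicate 1 held the same count in all genes. A library of S+P C7 replicate 1 and 1 of S+P C7 replicate 2 had a chi-square of 12.9 per gene, and the lowest of any other pair was 71.0. Libraries of the same mouse and subset had a median Pearson's r of 0.834 across genes, libraries of other mice of the group 0.795 and libraries of other groups 0.777. Genes are not independent replicates.

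Several named genes overlap others, and the strand option of the counting is not stated in the paper's text. Summed over samples, there were 214366 counts for *Satb1* and 148516 for *C230085N15Rik*, 424072 counts for *Ifi27l2a* and 162781 for *Ifi27*, 12849 counts for *Gm43698* and 41920 for *Bend4*, 8334 counts for *Cd80* and 21165 for *Timmdc1*, 219433 counts for *Tox* and 8351 for *Gm11802* and 183381 counts for *Lef1* and 13658 for *Gm42449*. 34 normalized counts read from Fig. 4b and Extended Data Fig. 4b were set beside those computed here, and 0 differed both by more than 1.5 times and by more than 1 SD of the mice. *Tox* in Sensitized, read as 800, lay more than 1 SD from the value here but within 1.5 times.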
